# Early pathological characterization of murine dissecting abdominal aortic aneurysms

**DOI:** 10.1063/1.5053708

**Published:** 2018-12-20

**Authors:** Evan H. Phillips, Adam H. Lorch, Abigail C. Durkes, Craig J. Goergen

## Abstract

We report here on the early pathology of a well-established murine model of dissecting abdominal aortic aneurysms (AAAs). Continuous infusion of angiotensin II (AngII) into apolipoprotein E-deficient mice induces the formation of aortic dissection and expansion at some point after implantation of miniosmotic pumps containing AngII. While this model has been studied extensively at a chronic stage, we investigated the early pathology of dissecting AAA formation at multiple scales. Using high-frequency ultrasound, we screened 12-week-old male mice daily for initial formation of these aneurysmal lesions between days 3 and 10 post-implantation. We euthanized animals on the day of diagnosis of a dissecting AAA or at day 10 if no aneurysmal lesion developed. Aortic expansion and reduced vessel wall strain occurred in animals regardless of whether a dissecting AAA developed by day 10. The aortas of mice that did not develop dissecting AAAs showed intermediate changes in morphology and biomechanical properties. RNA sequencing and gene expression analysis revealed multiple proinflammatory and matrix remodeling genes to be upregulated in the suprarenal aorta of AngII-infused mice as compared to saline-infused controls. Histology and immunohistochemistry confirmed that extracellular matrix remodeling and inflammatory cell infiltration, notably neutrophils and macrophages, occurred in AngII-infused mice with and without dissecting AAAs but not saline-infused controls. Understanding early disease processes is a critical step forward in translating experimental results in cardiovascular disease research. This work advances our understanding of this well-established murine model with applications for improving early diagnosis and therapy of acute aortic syndrome in humans.

## INTRODUCTION

Aortic rupture is an often fatal consequence of aortic dissections and aneurysms. The ultimate goal of aortic disease research is to prevent aortic rupture and decrease the high mortality associated with many types of aortic disease. Research efforts towards novel treatment strategies^1,2^ and biomarkers^3,4^ have been ongoing for many years, but there has been less emphasis on early versus later disease processes. Understanding early disease processes has the potential benefit of identifying high risk patients who would benefit from treatment of small aneurysms and do not meet the current criteria for surgical intervention.

Over the past 20 years, dissecting murine abdominal aortic aneurysms (AAAs) induced via angiotensin II (AngII)^5,6^ have become a valuable model for studying focal aortic dissection and expansion as well as intramural thrombus formation. These pathological features are often found in the thoracic aorta of humans with acute aortic syndrome.^7^ Conversely, human AAAs typically form below the level of the kidneys and exhibit slow expansion with gradual circumferential vessel wall destruction and remodeling.^8^ The AngII-induced dissecting AAA model also has features of atherosclerosis, inflammation, and extracellular matrix (ECM) remodeling, all of which are found in human aortic disease. While these have been well studied via histology and molecular analysis at a mature stage, it is difficult to study the early pathology of this model^9–11^ without knowing if and when an animal has already developed a focal dissection and aortic expansion. The aneurysmal lesions appear to develop suddenly on the order of minutes to hours,^12^ and therefore, determining the earliest time point in development is difficult. With increased access to small animal imaging systems, including micro-computed tomography,^13^ high-field magnetic resonance imaging,^14^ and high-frequency ultrasound (US),^15,16^ there have been multiple noninvasive longitudinal *in vivo* imaging studies examining experimental aortic disease models. However, AngII-induced dissecting AAAs show variable incidence rates,^17^ have abrupt and variable formation, and are not diagnosable without imaging prior to euthanasia. Some studies have thus misinterpreted AAA prevalence^18^ and possibly overlooked or misidentified aneurysmal lesions depending upon the criteria used.

Our previous imaging and characterization work with the AngII model motivated the present study. We previously tracked *in vivo* changes in aortic morphology and biomechanics in AngII-infused *apoE*^-/-^ mice over 28 days.^19^ While we measured progressive volumetric growth on average, we noted large differences, particularly in timing and volume, among animals. For this reason, we conducted a second study to investigate in more detail progression on an animal-specific basis.^20^ We first repeatedly screened the animals between days 3 and 21 post-implantation in order to determine the timing of initial aortic expansion for each mouse. Not all animals developed a dissecting AAA while others experienced sudden aortic rupture and died. We imaged each animal with a dissecting AAA for an additional 7 days after identification of initial aortic expansion. This study demonstrated that four lesions (identified on days 6 and 9 post-implantation) were heterogeneous in terms of early volumetric growth, thrombus deposition, false lumen flow, and hemodynamic metrics, including time averaged wall shear stress, oscillatory shear index, and formation of vortices.

For the present study, we implemented a daily US screening approach to diagnose aortic dissections within 24 h of formation. Thus, the physiological and molecular factors responsible for vessel wall remodeling are already active in these aneurysmal lesions. We hypothesize that similar factors in humans could be responsible for initiation of vessel wall remodeling and play a role in development. Furthermore, this work is of particular interest as the majority of patients diagnosed with AAAs have aortic diameters less than 5 cm and do not meet the criteria for surgical intervention. Indeed, understanding early AAA formation and progression could be helpful to improve translational strategies for the medical treatment of small aneurysms.

We compared differences in early disease progression among three experimental cohorts (AngII AAA, AngII No AAA, and saline) of male *apoE*^-/-^ mice at 12 weeks of age at baseline. Based on previous studies,^14,19–22^ we selected day 10 as the cutoff for screening AngII-infused animals that did not develop a dissecting AAA (AngII No AAA). We tested the hypothesis that a proinflammatory phenotype and microstructural defects develop in the suprarenal aorta as early as day 3 of AngII infusion and are sufficient to induce a dissecting AAA. We also hypothesized that the suprarenal wall would exhibit reduced circumferential cyclic strain (CCS) that is correlated with the dissection severity as seen by histology. Furthermore, based on a previous study by Usui *et al.*,^23^ we investigated whether animals in the AngII AAA cohort have higher aortic gene expression and activation of IL-1β, as compared to the AngII No AAA and saline cohorts. Finally, we investigated whether animals in the AngII No AAA cohort exhibit an intermediate state of inflammation and ECM remodeling that does not result in full vessel wall breakage. The results of this work provide a wealth of information on the early pathology of dissection and aortic expansion in the suprarenal mouse aorta. This study has implications for future research on acute aortic syndrome in humans and the investigation of potential biomarkers and treatment strategies for aortic disease.

## RESULTS

### AngII infusion led to abrupt dissecting AAA formation over a range of diagnosis days

Of the 15 AngII-infused animals, 7 developed a dissecting AAA by day 10 (47%; AngII AAA cohort), 5 did not develop a dissection (33%; AngII No AAA cohort), and 3 became moribund or experienced an aortic rupture (20%; excluded from study). None of the 5 saline-infused mice (Saline cohort) developed a dissecting AAA. Table I provides the breakdown of animal numbers and timing used to assign each animal. Two animals were diagnosed as early as day 3 post-implantation; none were diagnosed on either of the two final days (days 9 and 10). Classification to the AngII AAA or AngII No AAA cohort was made according to the daily check of B-mode, M-mode, and Color Doppler data (see the section on Methods). B-mode and M-mode data acquired at i) baseline, ii) on a screening day, iii) on a diagnosis day, and iv) on day 10 are provided for visual reference (supplementary material, Fig. 1 and Movie I).

**TABLE I.** Experimental design for *in vivo* monitoring and euthanasia. Twelve animals were assigned to either cohort 1 (AngII AAA) or 2 (AngII No AAA) depending on whether a dissecting AAA was identified by day 10 after AngII pump implantation. Three additional animals were monitored but excluded from the study. Two of these animals were moribund at day 5, and one experienced an aortic rupture on day 6 before a full US dataset was collected. Five animals in cohort 3 (saline) were implanted with saline-filled pumps. The number of animals (***d***) in cohort 1 that were diagnosed on a given day is bolded and italicized.

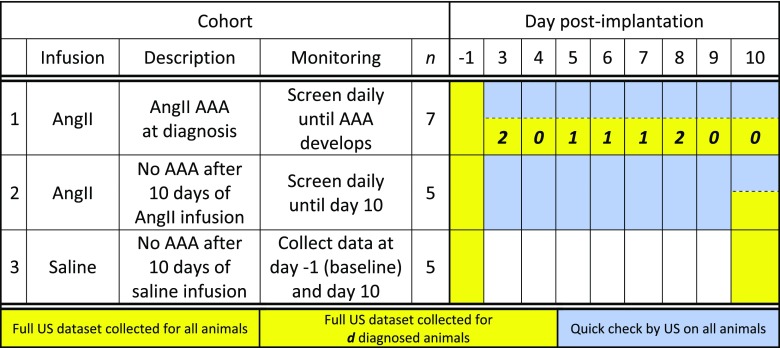

Systolic blood pressure (SBP) for AngII-infused animals increased modestly but significantly from baseline values after at least 6 days of infusion (supplementary material, Table I). Baseline values ranged from 86 to 108 mm Hg across all animals (AngII AAA: 97.4 ± 5.7 mm Hg; AngII No AAA: 101.8 ± 4.5 mm Hg; Saline: 95.6 ± 6.7 mm Hg). SBP increased to 124.5 ± 8.5 mm Hg (n = 8 of the 12 animals), and the averages were similar between the AngII AAA and AngII No AAA cohorts (118.7 ± 2.1 mm Hg and 128 ± 9.1 mm Hg, respectively). The change in SBP was minimal for the two animals measured in the Saline cohort.

### AngII infusion led to volumetric growth and strain reduction regardless of the dissecting AAA status

The average volume/length of the suprarenal aorta increased significantly from baseline for both the AngII AAA (140.9% ± 29.4%; *p *<* *0.001) and AngII No AAA (66.7% ± 16.4%, *p *<* *0.05) cohorts. Interestingly, there were statistically significant differences among all three cohorts at the animal-specific endpoint: AngII AAA and AngII No AAA (59.6% ± 8.7%; *p *<* *0.001); AngII AAA and saline (122.5% ± 15.2%; *p *<* *0.001); and AngII No AAA and saline (39.4% ± 5.0%; *p *<* *0.05) [Fig. 1(a)].

**FIG. 1.**
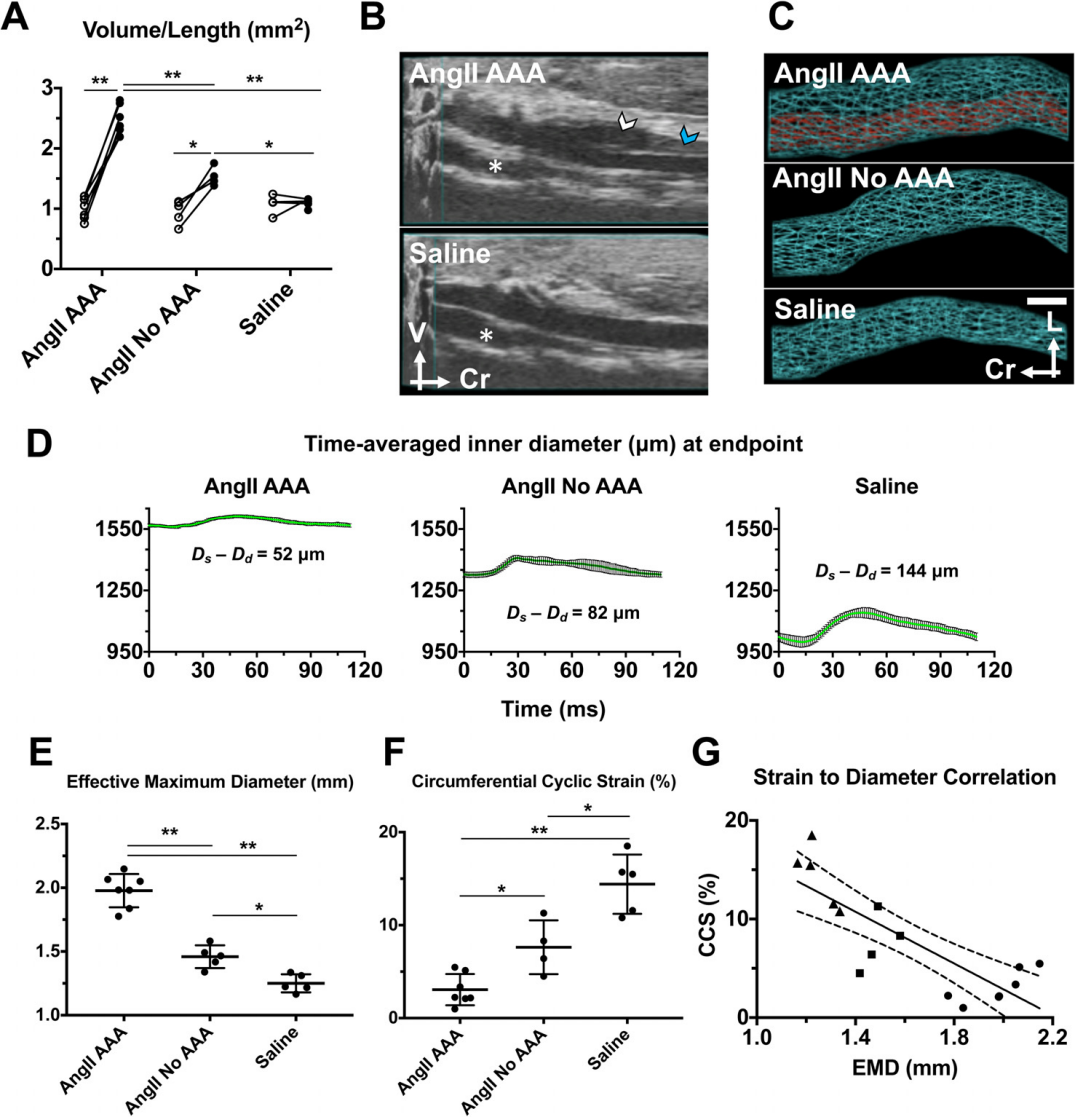
Volumetric growth and reduction in vessel wall strain occur with exogenous AngII infusion regardless of dissecting AAA status. (a) Individual volume/length values at baseline and the animal-specific endpoint across AngII AAA, AngII No AAA, and Saline cohorts. 2-way analysis of variance (ANOVA) with Sidak multiple comparisons. *p < 0.05; **p < 0.001. Open circles: baseline; Black circles: endpoint. (b) Example 3D B-mode data from the AngII AAA and Saline cohorts. White arrowhead: false lumen. Blue arrowhead: intramural thrombus. Asterisk: inferior vena cava; V: ventral; Cr: cranial. (c) Representative volumetric renderings reveal the complex morphology in a leftward-expanding lesion from an AngII AAA cohort mouse, vessel expansion without a focal dissection or thrombus from an AngII No AAA mouse, and a healthy-looking aorta from a Saline cohort mouse. In the AngII AAA example, the space between the true lumen (red) and the outer aortic wall (cyan) is the expanded media and adventitia resulting from a focal aortic dissection. Scale bar: 1 mm. L: left. Cr: cranial. (d) Representative time-averaged inner diameter measurements from each animal cohort. Each plot displays mean inner diameter values ± SD over the course of a cardiac cycle. The difference between the peak systolic (*D_s_*) and end diastolic (*D_d_*) inner diameters is shown for each example. (e) Effective maximum diameter (EMD) values at the animal-specific endpoint. One-way ANOVA with Tukey multiple comparisons. (f) Individual circumferential cyclic strain (CCS) values at the animal-specific endpoint. One-way ANOVA with Tukey multiple comparisons. (g) Correlation between vessel strain and the aortic diameter. CCS values at the animal-specific endpoint are plotted against the corresponding EMD values (triangles: Saline cohort; squares: AngII No AAA cohort; circles: AngII AAA cohort). Linear regression (solid line) and 95% confidence interval (dashed lines) are shown. Slope: −13.11. Pearson correlation coefficient (r): −0.82. *p* = 0.0001. *p < 0.05; **p < 0.001.

Volume/length values increased by more than 100% in six of the seven AngII AAA animals (108%–217%). Individual values for the combined false lumen and thrombus volume (i.e., total dissecting AAA volume minus true lumen volume) normalized by the length of the final dissecting AAA were similar across animals and constituted a large proportion of the total AAA volume (80% ± 6%; 73%–89%). For the seven dissecting AAAs, the axial lengths varied between 4.41 mm and greater than 14.92 mm (9.72 ± 3.18 mm) and the distal end of the aneurysmal lesions was observed both above and below the right renal artery. For one case, abdominal gas obscured the aorta proximal to the superior mesenteric artery at the endpoint and the volume was estimated in this region. Volumetric renderings calculated from 3D US segmentations [Fig. 1(b)] reveal the differences in vessel expansion among the three cohorts [Fig. 1(c)]. By comparison, upon postmortem inspection of the vessels *in situ*, the intermediate expansion and absence of a false lumen in the AngII No AAA cohort were not apparent.

We also investigated the differences in the diameter and vessel strain among the three cohorts. Based on time-averaged inner diameter values, we noted larger differences between peak systole and end diastole in the AngII No AAA and Saline cohorts as compared to the AngII AAA cohort [Fig. 1(d)]. In the examples shown, the difference between the peak systolic and end diastolic inner diameter was 52 *μ*m (AngII AAA), 82 *μ*m (AngII No AAA), and 144 *μ*m (Saline). As with the volume/length, the average effective maximum diameter (EMD) was significantly different among all three cohorts [Fig. 1(e)]. The average EMD was 35.5% ± 3.2% larger for the AngII AAA cohort relative to the AngII No AAA cohort (*p *<* *0.001). Relative to the Saline cohort, average EMD was 58.1% ± 5.1% larger for the AngII AAA cohort (*p *<* *0.001) and 16.7% ± 1.4% larger for the AngII No AAA cohort (*p *<* *0.05). The smallest EMD measurement for the AngII No AAA cohort (1.34 mm) was the same as the largest measurement for the Saline cohort, and not surprisingly, these two cohorts had the closest ranges of values. Average circumferential cyclic strain (CCS) values were significantly different among all three cohorts (AngII AAA: 3.07% ± 1.68%; AngII No AAA: 7.63% ± 2.89%; Saline: 14.42% ± 3.19%) [Fig. 1(f)]. For the AngII AAA cohort, average CCS was 78.7% ± 46.4% lower relative to the Saline cohort (*p *<* *0.001). For the AngII No AAA cohort, average CCS was reduced (−47.1% ± 20.7%; *p *<* *0.05) compared to the Saline cohort and was 59.8 ± 39.8% higher (*p *<* *0.05) than that for the AngII AAA cohort. The individual strain values for the AngII No AAA cohort fall in the range of values of 4.5%–11.3% which overlaps with values from the other two cohorts. Furthermore, we found CCS to be inversely correlated with EMD (linear regression with a slope of −13.11 and a Pearson correlation coefficient of −0.82). However, for larger diameter aortas, some strain values were outside of the 95% confidence interval [Fig. 1(g)].

### Inflammation- and extracellular matrix-related genes are differentially expressed among experimental cohorts

We found 346 differentially expressed genes (DEGs) to be significant for at least one of the experimental contrasts in the suprarenal aorta dataset. 

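The suprarenal dataset held 3 RNA-seq libraries, 1 for each cohort: AngII AAA, AngII No AAA, and Saline. Each library was a pool of equal amounts of total RNA from the suprarenal aortas of a cohort of apolipoprotein E-deficient mice, which are prone to hyperlipidemia and form dissecting AAAs under angiotensin II (AngII) infusion at 1000 ng/kg/min. The paper gives 3 to 7 animals per suprarenal pool. Tissue in the AngII AAA cohort was collected at diagnosis, from day 3 to day 8, and tissue in the other cohorts on day 10. Because each cohort had 1 library, differences between cohorts had no replicate check, and no test across animals could be made. The paper states between 33800000 and 42400000 reads per library over its 6 pools, whereas the sample labels give 35000000 to 43000000. The depth of each library could not be read from the values, which are FPKM (fragments per kilobase of transcript, scaled to the number of mapped reads). Reads were filtered with FastQC, aligned with HISAT2, and assembled with Cufflinks by the authors, and the columns are those of Cuffdiff, the Cufflinks program that tests 2 libraries against each other. The authors listed, for each of the 3 comparisons, the genes with an unadjusted p-value under 0.05. There were 600 genes for AngII AAA vs. AngII No AAA, 715 for AngII AAA vs. Saline, and 564 for AngII No AAA vs. Saline, and 1238 different genes in all. A gene that is not listed had an unadjusted p-value of 0.05 or more or was not tested, and its values could be read only where other comparisons list it. The log2 fold changes used here were recomputed from the FPKM values. They matched all 584, 677, and 546 finite values that the authors give for these comparisons. Where a gene was listed at an FPKM of 0 in a library, the ratio was infinite, and the gene is described only as listed at 0. The authors' p-values and adjusted p-values were taken as given from these Cuffdiff columns. The paper states that its DEGs were analysed with iPathwayGuide, whose settings are not given in its text. With a fold change over 1.5 and an adjusted p-value under 0.1, 70 DEGs were counted in at least 1 of the comparisons. The threshold on the p-value moved this number most: with an unadjusted p-value under 0.05 and no adjusted threshold, 1238 genes were counted.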

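The fold change threshold removed no gene from these lists. The smallest finite fold change was 2.30 for AngII AAA vs. AngII No AAA, 2.93 for AngII AAA vs. Saline, and 1.91 for AngII No AAA vs. Saline, so that the adjusted p-value alone separated DEGs from the other listed genes. The authors' adjusted p-values ranged from 0.0342 to 0.996 for AngII AAA vs. AngII No AAA, from 0.038 to 0.901 for AngII AAA vs. Saline, and from 0.0228 to 0.995 for AngII No AAA vs. Saline. From the ratio of adjusted to unadjusted p-values, the adjustment covered 12990, 12909, and 11830 tested genes, respectively. The smallest unadjusted p-value that the authors list is 5e-05 in every comparison.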

We applied two lines of evidence for DEG selection: (1) genes with a fold change of greater than 1.5 and (2) an adjusted *p*-value (false discovery rate) of less than 0.1. The highest number of unique DEGs (183) was found for the comparison with the highest expected contrast (AngII AAA vs. Saline) and the lowest number (16). for the comparison with the lowest expected contrast [AngII No AAA vs. saline; Fig. 2(a)]. These genes displayed three obvious patterns of expression across the experimental contrasts [Fig. 2(b)]. 

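At a fold change over 1.5 and an adjusted p-value under 0.1, there were 34 DEGs for AngII AAA vs. AngII No AAA, 23 for AngII AAA vs. Saline, and 33 for AngII No AAA vs. Saline. Of these, 18 were unique to AngII AAA vs. AngII No AAA, 6 to AngII AAA vs. Saline, and 27 to AngII No AAA vs. Saline. Another 13 DEGs were shared by both comparisons of the AngII AAA cohort, 3 by both comparisons with the Saline cohort, 2 by both comparisons of the AngII No AAA cohort, and 1 by all 3 comparisons. With no adjusted threshold, 194, 177, and 309 listed genes were unique to the comparisons in the same order. Upregulated genes made up 32 of the 34 DEGs for AngII AAA vs. AngII No AAA, all 23 DEGs for AngII AAA vs. Saline, and 24 of the 33 DEGs for AngII No AAA vs. Saline. Ranked by fold change, the DEGs with the largest rises for AngII AAA vs. AngII No AAA were *Stfa2l1* and *LOC100038947*, which were listed at 0 in the AngII No AAA library and at 20.4 and 7.74 FPKM in the AngII AAA library, followed by *S100a9* with a log2 fold change of 4.85, *Arg1*, and *Csf3r*. In AngII AAA vs. Saline, the top 5 (*Glycam1*, *Stfa2l1*, *Hist1h2bh*, *Hist1h2ah*, and *Ctla2b*) were all listed at 0 in the Saline library, with 34.7 FPKM for *Glycam1* in the AngII AAA library. For AngII No AAA vs. Saline, *Glycam1*, *BC061237*, and *Tlr8* were listed at 0 in the Saline library, and *Igfbp2* and *Sfrp4* rose with log2 fold changes of 3.77 and 3.53. The largest falls among the DEGs of that comparison were those of *Myh1*, *Ckm*, *Atp2a1*, *Acta1*, and *Myh4*, with log2 fold changes from -2.91 to -2.33.

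**Figure D1:**
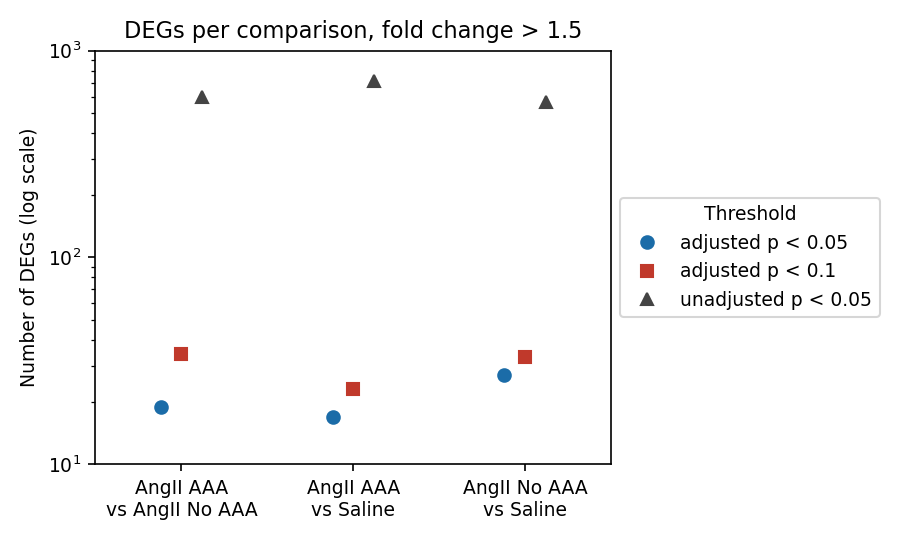
Number of DEGs (log scale) in each comparison at a fold change over 1.5. Circles stand for an adjusted p-value under 0.05, squares for an adjusted p-value under 0.1, and triangles for an unadjusted p-value under 0.05. The squares lie at 34, 23, and 33 genes, and the triangles at 600, 715, and 564 genes.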

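Values in all 3 libraries could be read for 59 of the 70 DEGs, those listed in at least 2 comparisons. The same library had FPKM values that differed between lists by a constant (0.968 for the AngII AAA library, 1.09 for the Saline library, and 0.914 for the AngII No AAA library), and this constant was divided out. The AngII AAA library had the highest value for 46 of the 59 DEGs, or 78.0% (95% Wilson confidence interval 65.9% to 86.6%, which covers counting error only). For 42 of the 59 DEGs, the Saline library also had the lowest value. With no adjusted threshold, 466 of the 558 genes listed in at least 2 comparisons (83.5%) were highest in the AngII AAA library. Of the 558, 303 were listed in only the 2 comparisons of the AngII AAA cohort. Genes listed in 1 comparison are left out, among them the 309 unique to AngII No AAA vs. Saline. This selection may favour patterns in which the AngII AAA library stands apart, also among the 59 DEGs.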

The first pattern (approximately 87% of DEGs) showed upregulated expression in the AngII AAA cohort, downregulated or no change in expression in the AngII No AAA cohort, and downregulated expression in the Saline cohort. The second pattern (8% of DEGs) showed downregulation for the AngII AAA cohort, little to no change in expression for the AngII No AAA cohort, and upregulation for the Saline cohort. 

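The Saline library had the highest value for 7 of the DEGs with values in all libraries, or 11.9% (95% Wilson confidence interval 5.87% to 22.5%). For 4 of these, the AngII AAA library had the lowest value.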

Finally, the third pattern (5% of DEGs) showed little to no change in expression for the AngII AAA cohort, upregulation for the AngII No AAA cohort, and downregulation for the Saline cohort.

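The AngII No AAA library had the highest value for 6 of the DEGs with values in all libraries, or 10.2% (95% Wilson confidence interval 4.74% to 20.5%), and for each of them the Saline library had the lowest value.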

**FIG. 2.**
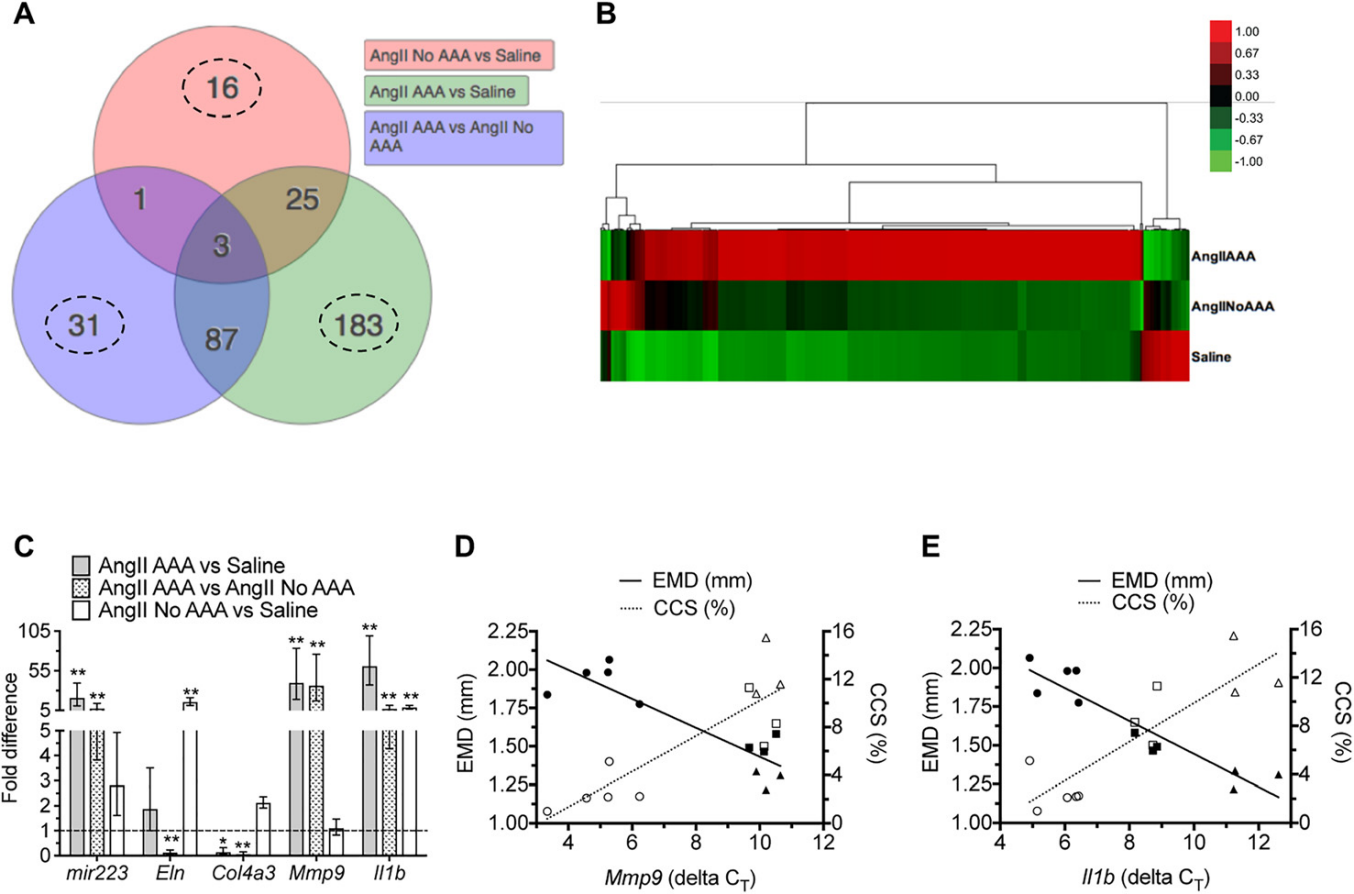
Gene expression analysis across cohorts. (a) Venn diagram of 346 significant differentially expressed genes (DEGs) selected according to a fold change greater than 1.5 and an adjusted p-value less than 0.1. The number of uniquely expressed genes (dashed line circles) is highest for the comparison with the highest expected contrast and lowest for the comparison with the lowest expected contrast. (b) Heat map and dendrogram of 346 DEGs across comparisons. Raw z-scores are color-coded. Scale bar: upregulated (red), downregulated (green), and no change (black). (c) Real-time PCR validation of selected DEGs (*mir223*, *Eln*, *Col4a3*, *Mmp9*, and *Il1b*) across comparisons. *Ppia* was first validated and used as a housekeeping gene for each run. Each assay was run in duplicate, and 3–5 biological replicates per cohort were used. One-way ANOVA with Holm-Sidak multiple comparisons of each cohort (*p < 0.05; **p < 0.001). (d) and (e) Linear regression analysis between the diameter, strain, and gene expression of *Mmp9* and *Il1b* across three cohorts. EMD (mm) and CCS (%) values are plotted against the corresponding animal-specific delta C_T_ values (housekeeping gene-corrected cycle threshold values for a target gene) for (d) *Mmp9* and (e) *Il1b*. Note that higher C_T_ values represent longer amplification and lower relative expression. Pearson correlation coefficients (r): −0.89 (*Mmp9* vs EMD); 0.86 (*Mmp9* vs CCS); −0.94 (*Il1b* vs EMD); 0.87 (*Il1b* vs CCS). Solid symbols: EMD values; open symbols: CCS values; circles: AngII AAA cohort; squares: AngII No AAA cohort; triangles: Saline cohort. Two data points from the AngII AAA cohort were excluded as outliers.

Of the three possible comparisons, we focused in particular on AngII AAA vs. AngII No AAA. Among the most upregulated genes (Table II) were primarily ones encoding for inflammatory factors and receptors (e.g., *Il1r2*, *Csf3r, Ccl2, Pf4*, and *Ccr1*) and matrix metalloproteinases (*Mmp8* and *Mmp9*). 

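The log2 fold changes recomputed for the 30 genes of Table II lay between 3.59 and 6.03. *Il1r2* rose from 1.54 FPKM in the AngII No AAA library to 51.0 FPKM in the AngII AAA library, and the authors' adjusted p-value is 0.843. *Csf3r* rose from 4.35 to 105 FPKM and *Pf4* from 57.7 to 985 FPKM, both with an authors' adjusted p-value of 0.0342. *Ccr1* rose from 6.58 to 81.0 FPKM with the same adjusted p-value from the authors. *Ccl2* rose from 4.11 to 75.9 FPKM (authors' adjusted p-value 0.569). Among the matrix metalloproteinases, *Mmp9* rose from 4.70 to 73.6 FPKM (authors' adjusted p-value 0.0342) and *Mmp8* from 2.03 to 43.4 FPKM (authors' adjusted p-value 0.301). *Csf3r*, *Pf4*, *Ccr1*, and *Mmp9* were thus under the adjusted threshold of 0.1, while *Il1r2*, *Ccl2*, and *Mmp8* were listed at the unadjusted level. By symbol, 11 chemokine ligands and 6 chemokine receptors were listed for this comparison, all higher in the AngII AAA library.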

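The files list *mir223* only in a row shared with the transcript *F630028O10Rik*, at chromosome X from 93435264 to 93438981 in the coordinates of the authors' files, whose genome build is not named. This row was at 19.8 FPKM in the AngII AAA library and at 1.34 FPKM in the AngII No AAA library, a log2 fold change of 3.88 (authors' unadjusted p-value 0.0159, authors' adjusted p-value 0.721). The row names both genes and its value cannot be divided between them, so that it is not a measure of *mir223* itself.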

We also measured upregulation of an inflammation-related microRNA (*mir223*). Among the most downregulated genes (Table III) were ones encoding extracellular matrix proteins (e.g., *Optc*, *Col4a3, Eln, Mfap4*, and *Fmod*), cytoskeletal proteins (e.g., *Tnnt2* and *Cnn1)*, as well as both a peptidase inhibitor (*Serpina1d*) and a disintegrin and metalloproteinase with thrombospondin motifs (*Adamts8*). 

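The log2 fold changes recomputed for the 30 genes of Table III lay between -3.98 and -1.95. *Optc* fell from 14.9 FPKM in the AngII No AAA library to 1.95 FPKM in the AngII AAA library, and *Mfap4* from 476 to 104 FPKM. *Optc* was also lower in the AngII AAA library than in the Saline library, with a log2 fold change of -3.21. *Mfap4* was not listed for that comparison. It was listed as higher in the AngII No AAA library than in the Saline library (log2 fold change 1.60, authors' adjusted p-value 0.879). *Fmod* and *Adamts8* had log2 fold changes of -2.11 and -2.10. *Tnnt2* fell from 7.97 to 0.508 FPKM, and *Cnn1* from 270 to 56.2 FPKM. *Serpina1d* had a log2 fold change of -2.69 and an unadjusted p-value of 0.036 from the authors. It belongs to a list of 14 liver markers, of which 3 were listed for this comparison and 4 for AngII AAA vs. Saline. All of these liver markers were lower in the AngII AAA library, and whether liver tissue differed between the pools was not tested. The authors' adjusted p-values were 0.515 for *Optc*, 0.29 for *Mfap4*, 0.235 for *Fmod*, 0.524 for *Tnnt2*, 0.277 for *Cnn1*, 0.996 for *Serpina1d*, and 0.357 for *Adamts8*, so that none of these genes was under the threshold of 0.1.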

Not surprisingly then, several genes relevant to inflammation and extracellular matrix remodeling are differentially expressed in the AngII AAA cohort. 

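Of 63 genes that the paper's text names for the RNA-seq data, 62 were listed in at least 1 comparison at the authors' unadjusted threshold, and 13 were DEGs at an adjusted p-value under 0.1. From the genes of Tables II and III, the paper states that several genes relevant to inflammation and extracellular matrix remodeling are differentially expressed in the AngII AAA cohort.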

A list of all DEGs with fold change values is provided in the supplementary material, Table II. We verified the differential expression levels of selected DEGs by real-time polymerase chain reaction (RT-PCR) [Fig. 2(c)]. These genes followed the same pattern of expression as seen with RNA-seq analysis. *mir223* was significantly upregulated in the AngII AAA cohort relative to each of the other cohorts, while *Il1b* was significantly upregulated in both the AngII and AngII No AAA cohorts. 

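In the RNA-seq libraries, *Il1b* was listed only for AngII AAA vs. AngII No AAA, at 25.9 and 3.12 FPKM and a log2 fold change of 3.05. The authors' unadjusted p-value is 0.0168 and their adjusted p-value 0.728, so that *Il1b* was not a DEG. *Col4a3* was also listed only for this comparison, at 0.786 FPKM in the AngII AAA library and 3.80 FPKM in the AngII No AAA library (authors' adjusted p-value 0.592). *Mmp9* was listed for AngII AAA vs. Saline as well, with a log2 fold change of 4.25, and the row of *mir223* with a log2 fold change of 2.77. The authors' adjusted p-values for these are 0.038 and 0.586. None of *Il1b*, *Eln*, *Col4a3*, *Mmp9*, and *mir223* was listed for AngII No AAA vs. Saline.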

*Eln* was significantly downregulated for the AngII AAA cohort relative to the AngII No AAA cohort, but significantly upregulated for the AngII No AAA cohort relative to the Saline cohort. For the AngII AAA cohort, *Col4a3* had a significantly lower level of expression relative to each of the other cohorts, which was opposite to *Mmp9* expression levels.

**TABLE II.** Top 30 upregulated genes with the associated log_2_ fold change for AngII AAA vs. AngII No AAA comparison.

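All 30 log2 fold changes of Table II matched the values recomputed from FPKM to 2 decimals. The 30 genes are those with the largest finite rises among the 600 listed genes. For 12 of them the authors' adjusted p-value is under 0.1, and for the remaining 18 it is 0.1 or more, up to 0.843. The library with the higher value had a median of 72.5 FPKM and at least 19.8 FPKM for these genes. Another 5 genes were listed at 0 in the AngII No AAA library and have no finite ratio.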

Top 30 upregulated genes (AngII AAA vs. AngII No AAA)		
Gene name	Full name	log_2_ (fold change)
Hsd3b1	Hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 1	6.03
Cyp21a1	Cytochrome P450, family 21, subfamily a, polypeptide 1	5.23
Il1r2	Interleukin 1 receptor, type II	5.05
S100a8	S100 calcium binding protein A8 (calgranulin A)	4.94
S100a9	S100 calcium binding protein A9 (calgranulin B)	4.85
Arg1	Arginase 1	4.85
Cyp11a1	Cytochrome P450, family 11, subfamily a, polypeptide 1	4.77
Chil3	Chitinase-like 3	4.73
Ppbp	Pro-platelet basic protein;	4.73
	Chemokine (C-X-C motif) ligand 7	
Csf3r	Colony stimulating factor 3 receptor	4.60
Cyp11b1	Cytochrome P450, family 11, subfamily b, polypeptide 1	4.52
Mmp8	Matrix metalloproteinase 8	4.42
	Neutrophil collagenase	
Akr1b7	Aldo-keto reductase family 1, member B7	4.42
Star	Steroidogenic acute regulatory protein	4.33
Ccl2	Chemokine (C-C motif) ligand 2	4.21
	Monocyte chemoattractant protein 1	
Slfn4	Schlafen 4	4.16
Clec4d	C-type lectin domain family 4, member d	4.12
Pf4	Platelet factor 4	4.09
	Chemokine (C-X-C motif) ligand 4	
Hmox1	Heme oxygenase 1	4.07
Spp1	Secreted phosphoprotein 1	3.99
	Osteopontin	
Cxcl5	Chemokine (C-X-C motif) ligand 5	3.99
Mmp9	Matrix metalloproteinase 9	3.97
Cxcr2	Chemokine (C-X-C motif) receptor 2	3.93
	Interleukin 8 receptor, alpha	
F630028O10Rik,Mir223	RIKEN cDNA F630028O10 gene miR-223	3.88
Nrgn	Neurogranin	3.70
Pram1	PML-RAR alpha-regulated adaptor molecule 1	3.65
Clec4n	C-type lectin domain family 4, member n	3.64
	Dectin-2	
Ccr1	Chemokine (C-C motif) receptor 1	3.62
Cxcl2	Chemokine (C-X-C motif) ligand 2	3.61
Ifitm1	Interferon induced transmembrane protein 1	3.59

**TABLE III.** Top 30 downregulated genes with the associated log_2_ fold change for AngII AAA vs. AngII No AAA comparison.

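All 30 log2 fold changes of Table III also matched to 2 decimals, and the genes are those with the largest finite falls among the listed genes. *Sost* and *Igfbp2* were the only 2 with an adjusted p-value from the authors under 0.1. The library with the higher value had a median of 8.40 FPKM for these genes and was under 10 FPKM for 17 of them. Another 11 genes were listed at 0 in the AngII AAA library.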

Top 30 downregulated genes (AngII AAA vs AngII No AAA)		
Gene name	Full name	log_2_ (fold change)
Sost	Sclerostin	−3.98
Tnnt2	Troponin T2, cardiac	−3.97
1700003D09Rik	RIKEN cDNA 1700003D09 gene	−3.14
Optc	Opticin	−2.93
Pgbd1	piggyBac transposable element derived 1	−2.73
Serpina1d	Serine (or cysteine) peptidase inhibitor, clade A, member 1D	−2.69
Igfbp2	Insulin-like growth factor binding protein 2	−2.64
Casq1	Calsequestrin 1	−2.56
Lhx9	LIM homeobox protein 9	−2.49
Samd7	Sterile alpha motif domain containing 7	−2.45
Drd1	Dopamine receptor D1	−2.44
9330102E08Rik	RIKEN cDNA 9330102E08 gene	−2.38
Pnoc	Prepronociceptin	−2.29
Col4a3	Collagen, type IV, alpha 3	−2.27
Vax2os	Ventral anterior homeobox 2, opposite strand	−2.27
Cnn1	Calponin 1	−2.26
Eln	Elastin	−2.24
Mfap4	Microfibrillar-associated protein 4	−2.20
Rp1l1	Retinitis pigmentosa 1 homolog like 1	−2.14
Clec3b	C-type lectin domain family 3, member b	−2.12
Fmod	Fibromodulin	−2.11
Adamts8	A disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 8	−2.10
Chmp4c	Charged multivesicular body protein 4C	−2.07
Trim71	Tripartite motif-containing 71	−2.06
Ccdc141	Coiled-coil domain containing 141	−2.05
Itgbl1	Integrin, beta-like 1	−2.05
Adamtsl2	ADAMTS-like 2	−2.03
Nov	CCN3 Nephroblastoma overexpressed gene	−1.98
Dusp27	Dual specificity phosphatase 27 (putative) Gm209	−1.96
Susd5	Sushi domain containing 5	−1.95

### A subset of DEGs related to inflammation and extracellular matrix remodeling shows differential expression in the suprarenal aorta

We focused the list of DEGs further by excluding genes with differential expression in the infrarenal aortas of the same animals. Forty-five of the 346 genes had no differential expression in the infrarenal aortas from the AngII AAA cohort (supplementary material, Table II, second tab). Of these genes, 8 were upregulated and 1 was downregulated relative to the AngII No AAA cohort. Genes that encode for a member of a lymphocyte differentiation antigen superfamily expressed on neutrophils (*Ly6g6d*), a plasma membrane efflux pump (*Abcb1b*), and a proteoglycan involved in protease storage in hematopoietic cells (*Srgn*) were all upregulated. 

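In the suprarenal libraries, *Ly6g6d* was listed at 0 in the AngII No AAA library and at 4.66 FPKM in the AngII AAA library (authors' adjusted p-value 0.358). It was also listed for AngII No AAA vs. Saline, where the Saline library was at 6.31 FPKM, and was not listed for AngII AAA vs. Saline. *Abcb1b* rose from 1.91 to 21.9 FPKM between the AngII No AAA and AngII AAA libraries (authors' adjusted p-value 0.0812). *Srgn* rose from 81.7 to 734 FPKM (authors' adjusted p-value 0.0342). The infrarenal libraries were not analysed here.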

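*Il1rn* was at 22.0 FPKM in the suprarenal AngII AAA library and at 4.51 FPKM in the AngII No AAA library, a log2 fold change of 2.28 (authors' unadjusted p-value 0.00225, authors' adjusted p-value 0.289).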

*Il1rn*, which encodes for the IL-1 receptor antagonist, was also upregulated. 

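*Sost*, listed on chromosome 11 from 101823771 to 101828329 in the authors' coordinates, was at 6.27 FPKM in the suprarenal AngII AAA library and at 99.0 FPKM in the AngII No AAA library.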

*Sost*, a gene that encodes for a Wnt/β-catenin pathway inhibitor, was downregulated.

Relative to the Saline cohort, 34 genes associated with multiple processes were upregulated, including inflammation (e.g., *Pf4, Mpeg1*, and *Tnfrsf1b*), reactive oxygen species production (*Cybb*), blood pressure regulation (*Ednrb*), thrombus formation (*F13a1* and *Emilin2*), extracellular matrix remodeling (e.g., *Mmp14*, *Adam12*, and *Col8a1*), and leukocyte recruitment (*Gcnt1*). 

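Relative to the Saline library, the suprarenal AngII AAA library had log2 fold changes of 4.38 for *Pf4* and 4.29 for *Mpeg1*, which were DEGs. The other genes were listed with an adjusted p-value from the authors of 0.198 or more. Their log2 fold changes were 3.43 for *Cybb*, 3.03 for *F13a1*, 2.97 for *Emilin2*, 2.67 for *Ednrb*, 2.40 for *Mmp14*, 2.26 for both *Tnfrsf1b* and *Adam12*, 2.14 for *Col8a1*, and 1.96 for *Gcnt1*. Of these genes, 4 were also listed for AngII No AAA vs. Saline, with log2 fold changes of 1.43 for *Mpeg1*, 1.46 for *Cybb*, 1.70 for *Mmp14*, and 1.72 for *Col8a1*. *Mmp14* and *Col8a1* were not listed for AngII AAA vs. AngII No AAA, and the others were listed there as higher in the AngII AAA library.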

*Lrg1*, a gene encoding a member of the leucine-rich repeat family of proteins, was upregulated and is a potential pathological biomarker. 

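*Lrg1* was at 286 FPKM in the AngII AAA library and at 50.7 FPKM in the Saline library (authors' unadjusted p-value 0.0033, authors' adjusted p-value 0.306).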

Individual genes associated with second messenger production (*Adcy5*), connective tissue assembly (*Thsd4*), immune homeostasis (*Cytl1*), and smooth muscle cell function (*Synpo2*) were downregulated.

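Relative to the Saline library, *Adcy5* fell from 44.3 to 11.2 FPKM, *Thsd4* from 34.5 to 7.55 FPKM, *Cytl1* from 156 to 32.3 FPKM, and *Synpo2* from 85.6 to 15.6 FPKM in the AngII AAA library. The authors' adjusted p-values lay between 0.422 for *Cytl1* and 0.675 for *Adcy5*. All of these genes were also listed as lower in the AngII AAA library than in the AngII No AAA library, with log2 fold changes from -1.67 to -1.30.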

Ten of the 346 genes had no differential expression in the infrarenal aortas from the AngII No AAA cohort. Eight genes were upregulated relative to the Saline cohort, such as *Sst*, which encodes for a hormone with immunosuppressive and antiproliferative effects. 

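*Sst* was at 5.30 FPKM in the suprarenal AngII No AAA library and was listed at 0 in the Saline library (authors' unadjusted p-value 0.00245, authors' adjusted p-value 0.337).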

Other genes were not well annotated or have no supporting evidence to date for aortic expression. Relative to the AngII AAA cohort, *Ly6g6d* and *Hsd3b1* were downregulated.

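*Hsd3b1*, which encodes an enzyme of steroid hormone synthesis, was at 1.99 FPKM in the AngII No AAA library and at 130 FPKM in the AngII AAA library, with an adjusted p-value of 0.247 from the authors. It was also higher in the AngII AAA library than in the Saline library, with a log2 fold change of 7.00. Another 4 adrenal cortex markers outside the paper's text and tables were listed as higher in the AngII AAA library than in both other libraries.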

### Suprarenal aorta Il1b expression is associated with the aortic size and strain

We analyzed the association between aortic gene expression and US-derived metrics of size (EMD and volume/length) and strain (CCS). As these metrics are related to the vessel structure and pulsatility, we first evaluated the relationship to expression levels of *Mmp9*, which can cleave elastin, collagen, and other proteins [Fig. 2(d)]. For 5 of the 7 AngII AAA animals, lower ΔC_T_ values (i.e., higher relative expression) of *Mmp9* were associated with larger EMD and lower CCS. For AngII No AAA and Saline animals, higher ΔC_T_ values were associated with lower EMD and higher CCS. Overall, regression lines showed good correlation (Pearson correlation coefficients of −0.89, −0.94, and 0.86 for EMD, Volume/Length, and CCS, respectively). *Mmp9* expression levels, however, overlapped for the AngII No AAA and Saline cohorts.

We then evaluated the relationship to *Il1b*, which had a wider range of expression values [Fig. 2(e)]. Intermediate ΔC_T_ values of *Il1b* for the AngII No AAA animals were also associated with moderate vessel expansion and strain reduction. Regression lines again showed good correlation (Pearson correlation coefficients: −0.94, −0.92, and 0.87).

### Regulation of neutrophil migration, neutrophil chemotaxis, monocyte chemotaxis, blood coagulation, and cellular extravasation are enriched in dissecting AAAs

The Database for Annotation, Visualization and Integrated Discovery (DAVID) system calculated high enrichment scores for the AngII AAA cohort in functional annotation clusters related to the immune system, chemokines, and secreted and extracellular factors. Relative to the Saline cohort, high enrichment scores for the AngII No AAA cohort included functional annotation clusters related to secreted and extracellular factors, the extracellular matrix, immune system processes, and collagen.

Statistical ranking of gene ontology (GO) terms for biological processes revealed that multiple inflammatory processes were highly enriched in the AngII AAA cohort compared to both the AngII No AAA and Saline cohorts (Fig. 3). 

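Neutrophil genes were counted from a list of 28 markers, in place of GO annotation. For AngII AAA vs. AngII No AAA, 16 of them were listed, all higher in the AngII AAA library, with a median log2 fold change of 3.97 over the finite values and 5 DEGs. Against the Saline library, 15 were listed, all higher in the AngII AAA library. For AngII No AAA vs. Saline, 2 were listed, *Lcn2* and *Hp*, both higher in the AngII No AAA library.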

Interestingly, multiple GO terms identified regulation of neutrophils as a significant biological process. Furthermore, GO terms for cytokine production, mononuclear cell migration, and monocyte chemotaxis were enriched, supporting the expected presence and recruitment of monocytes/macrophages. 

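Of 24 monocyte and macrophage markers, 21 were listed for AngII AAA vs. AngII No AAA, 24 for AngII AAA vs. Saline, and 15 for AngII No AAA vs. Saline. Each was higher in the first-named cohort, with median log2 fold changes of 2.37, 3.54, and 1.64. At an adjusted p-value under 0.1, 5, 4, and 0 of them were DEGs.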

In line with US findings and necropsy images of thrombus in all dissecting AAAs, processes for blood coagulation were also enriched. 

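Of 28 coagulation and platelet markers, 10 were listed for AngII AAA vs. AngII No AAA and 11 for AngII AAA vs. Saline, all higher in the AngII AAA library. *Ppbp*, with a log2 fold change of 4.73, had the largest rise for AngII AAA vs. AngII No AAA. For AngII No AAA vs. Saline, 4 were listed as higher and 2 as lower in the AngII No AAA library. The lower ones were *Nrgn* and *Ppbp*, with log2 fold changes of -1.72 and -1.44.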

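Among collagen genes, 4 were listed for AngII AAA vs. AngII No AAA (*Col4a3*, *Col4a5*, *Col4a6*, and *Col6a6*), all lower in the AngII AAA library, with a median log2 fold change of -1.54. None of these was a DEG at an adjusted p-value under 0.1.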

Collagen metabolism and cellular extravasation were uniquely enriched in the AngII AAA cohort as compared to the AngII No AAA cohort. 

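Muscle genes were counted from lists of 30 skeletal muscle and 18 smooth muscle markers, in place of GO annotation. For AngII No AAA vs. Saline, 23 skeletal muscle markers were listed, all lower in the AngII No AAA library, with a median log2 fold change of -2.03 and 8 DEGs. No smooth muscle marker was listed for this comparison. For AngII AAA vs. Saline, 10 skeletal muscle and 4 smooth muscle markers were listed, all lower in the AngII AAA library. Their median log2 fold changes were -2.19 and -2.26, with 0 DEGs. For AngII AAA vs. AngII No AAA, 9 smooth muscle markers were listed, all lower in the AngII AAA library, with a median log2 fold change of -1.67 and 0 DEGs, and 2 skeletal muscle markers were listed as lower.

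**Figure D2:**
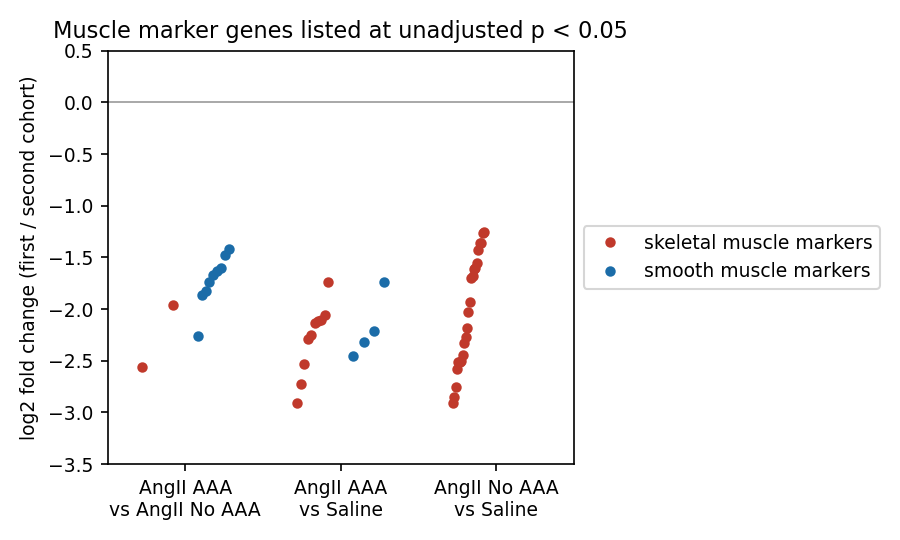
log2 fold change of each skeletal muscle (red) and smooth muscle (blue) marker gene listed at an unadjusted p-value under 0.05, in each of the 3 comparisons. Each point is a gene and all points lie under 0, with 23 skeletal muscle and 0 smooth muscle markers for AngII No AAA vs. Saline.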

The AngII No AAA cohort was uniquely enriched for processes including muscle contraction and wound healing. A complete list of all significant GO terms for biological processes as well as molecular functions across the three comparisons is provided in the supplementary material, Table III. GO term analysis with the subset of 45 suprarenal-specific AngII AAA DEGs produced a shorter list of biological processes that included regulation of Rho-dependent protein serine/threonine kinase activity (GO:2000298), positive regulation of tumor necrosis factor production (GO:0032760), inflammatory response (GO:0006954), and immune response (GO:0006955).

**FIG. 3.**
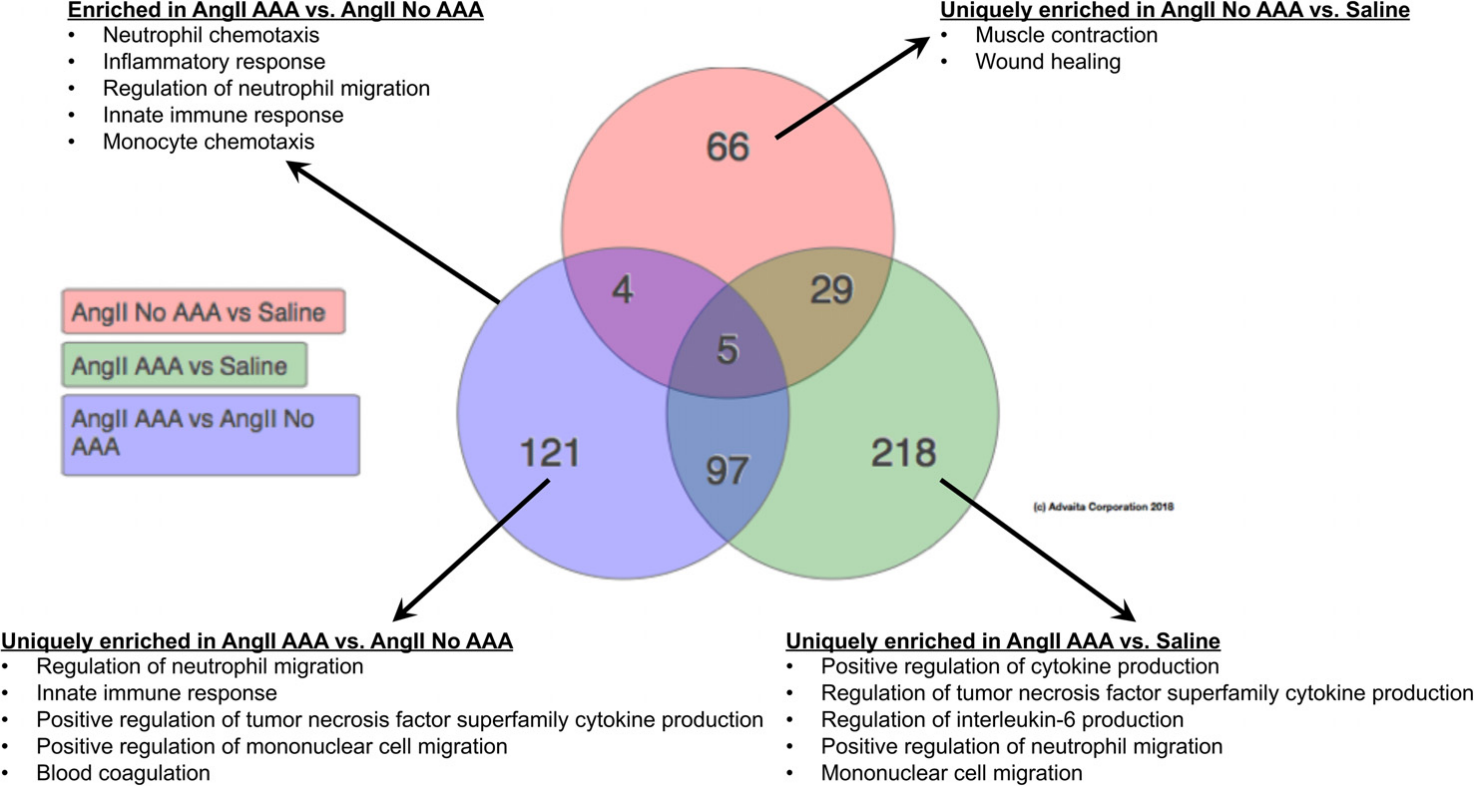
Enriched gene ontology (GO) terms for biological processes across cohorts. Venn diagram showing the numbers of unique and common GO terms for biological processes across cohorts. Example biological processes from various comparisons are displayed. Adjusted *p* < 0.05 (using weight pruning correction) was used as a threshold for statistical significance.

### Comparative analysis of differentially expressed genes after acute and chronic AngII infusion

We compared DEGs in the present study with those identified in a chronic (28-day) AngII infusion study (GEO accession # GSE12591).^24^ 

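In the suprarenal libraries, *Ccl6* was at 612 FPKM in the AngII AAA library and at 97.5 FPKM in the AngII No AAA library. It was a DEG in this comparison and in AngII No AAA vs. Saline, where the log2 fold change was 2.47. *Arg1* was a DEG in both comparisons of the AngII AAA cohort, with log2 fold changes of 4.85 against the AngII No AAA library and 5.17 against the Saline library. *Ccr2* and *Spi1* had log2 fold changes of 2.40 and 2.37 for AngII AAA vs. AngII No AAA, with adjusted p-values of 0.16 and 0.147 from the authors.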

Forty-four DEGs were found to be unique to the present study, including factors involved in inflammation (e.g., *Ccl6*, *Ccr2*, and *Arg1*), reactive oxygen species generation (e.g., *Ncf1* and *Lyz2*), and regulation of transcription (*Spi1*) (supplementary material, Table IV and Fig. 2). AngII has been shown to stimulate oxidative stress, which is proposed to be a driver for dissecting AAA development.^23,25^ 

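*Ncf1* was at 73.3 FPKM in the AngII AAA library and at 11.1 FPKM in the AngII No AAA library (authors' adjusted p-value 0.0955), and it was a DEG in AngII AAA vs. Saline as well. *Lyz2* was at 1073 and 156 FPKM in the same libraries (authors' adjusted p-value 0.111).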

We measured upregulated expression of the nicotinamide adenine dinucleotide phosphate (NAPHD) oxidase subunit p47phox (*Ncf1*)^26^ and lysozyme M (*Lyz2*)^27^ in the AngII AAA cohort. Other DEGs from this list have yet to be studied in the context of aortic disease but are relevant to neutrophil biology. Serglycin (*Srgn*) is a proteoglycan required for granule storage of neutrophil elastase,^28^ and PRAM-1 (*Pram1*) is an adaptor molecule expressed mostly in mouse neutrophils which is necessary for reactive oxygen species production.^29^ 

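*Pram1* rose from 2.55 FPKM in the AngII No AAA library to 31.9 FPKM in the AngII AAA library (authors' adjusted p-value 0.191). Against the Saline library, the log2 fold changes were 3.70 for *Srgn* and 3.52 for *Pram1*.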

Several DEGs found from our comparative analysis to the chronic AngII infusion study therefore include potential early therapeutic targets.

### Histology and immunohistochemistry

Hematoxylin and eosin (H&E), Movat's Pentachrome (MOV), and Martius, Scarlet and Blue (MSB) staining revealed focal elastin breakage, a moderate number of inflammatory cells, and fibrin in the suprarenal aortas of the AngII AAA cohort (Fig. 4). For one mouse, we confirmed that a dissecting AAA extended distal to the renal arteries. Suprarenal aortas from the AngII No AAA cohort did not have evidence of aortic dissection or aneurysm formation with the possible exception of one tissue showing separation of the adventitia from media and the presence of eosinophilic fibrillar material. However, this could be due to a tissue processing artifact as no dissection was observed by US or after euthanasia. Interestingly, tissues from the AngII AAA and AngII No AAA cohorts exhibited minimal adventitial collagen as compared to the Saline cohort (MOV and MSB in Fig. 4). The infrarenal aortas from the AngII AAA cohort had abundant adventitial collagen in three of the seven tissues.

**FIG. 4.**
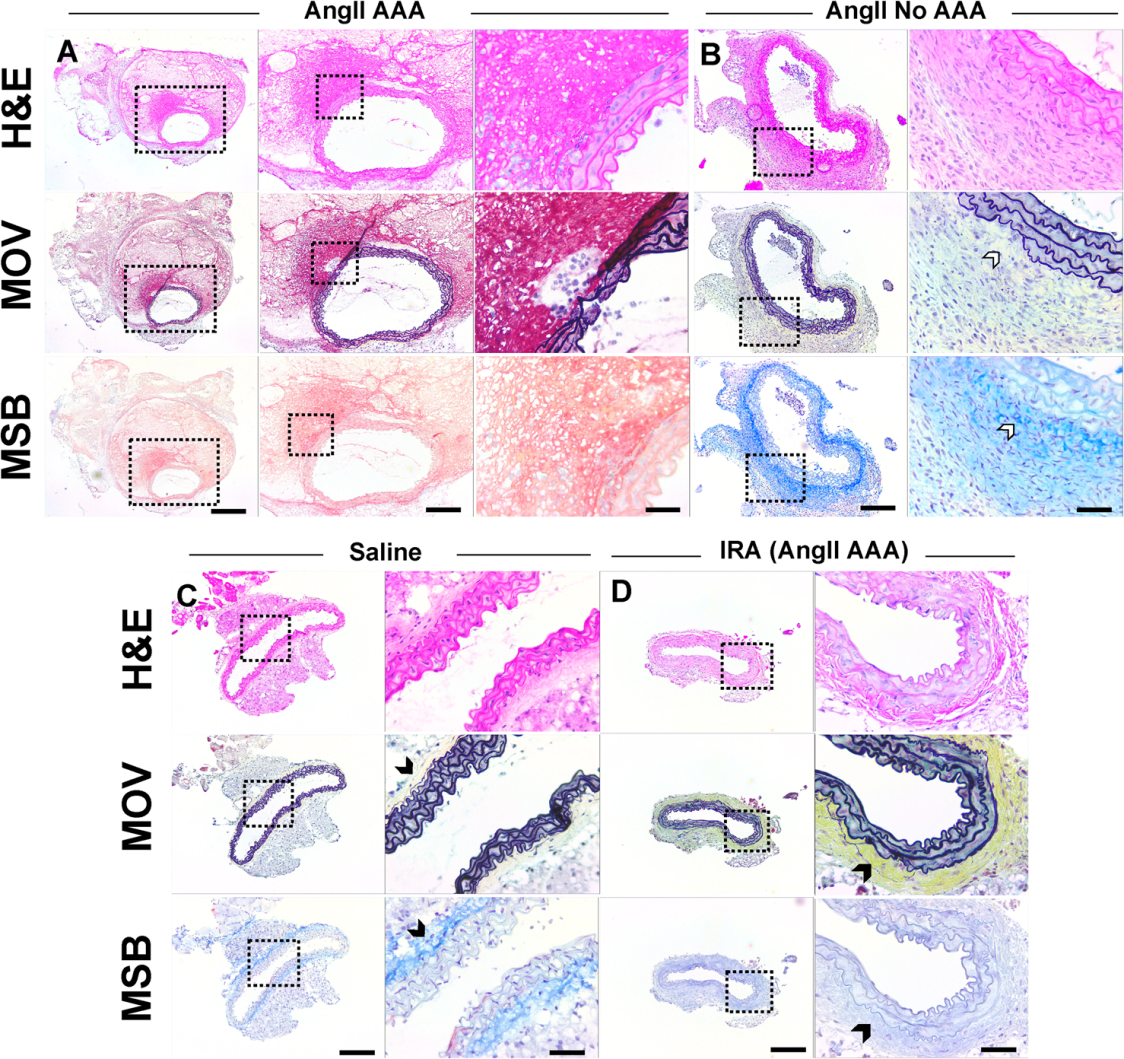
Hematoxylin and Eosin (H&E), Movat's Pentachrome (MOV), and Martius, Scarlet and Blue (MSB) aortic tissue histology. (a) MOV staining of a dissecting AAA (AngII AAA cohort) shows focal breakage of elastin (black). MSB staining shows an intramural thrombus by positive fibrin (red) and red blood cell (yellow) stains in proximity to the focal dissection identified. Very minimal adventitial collagen can be seen in this sample. Suprarenal aortas from the AngII No AAA (b) and Saline (c) cohorts show only minor microstructural defects in elastin lamellar units. Minimal adventitial collagen (white arrowheads) is observed for vessels from the AngII No AAA cohort, while the Saline cohort (c) and some infrarenal aortas (IRA) from the AngII AAA cohort (d) have more adventitial collagen (black arrowheads). AngII AAA scale bars: 500, 200, and 50 *μ*m. AngII No AAA, Saline, and IRA (AngII AAA) scale bars: 200 and 50 *μ*m.

MMP-9 was abundant throughout the vessel wall for the AngII AAA cohort. Relative to the AngII No AAA cohort, MMP-9 percent immunolabeling was 5-fold greater on average (*p *=* *0.0071; Fig. 5). MMP-9 in the infrarenal aortas from the AngII AAA cohort was weak and non-specific, and for the Saline cohort, it had low intensity. IL-1β was less abundant in general and more sparsely distributed. For the AngII AAA cohort, IL-1β immunolabeling was variable with five of the seven dissecting AAAs having intense labeling that tapers away from the wall into the dissected region. The other two tissues had minimal labeling at all; however, in all seven tissues, we observed MMP-9 and IL-1β along the media/dissected region interface. For the AngII No AAA cohort, staining intensity and abundance of IL-1β were low except for the tissue with an apparent aneurysm where all the positive staining resided. IL-1β immunolabeling had low intensity and abundance and was largely confined to the adventitia for the Saline cohort and the infrarenal aortas from the AngII AAA cohort.

**FIG. 5.**
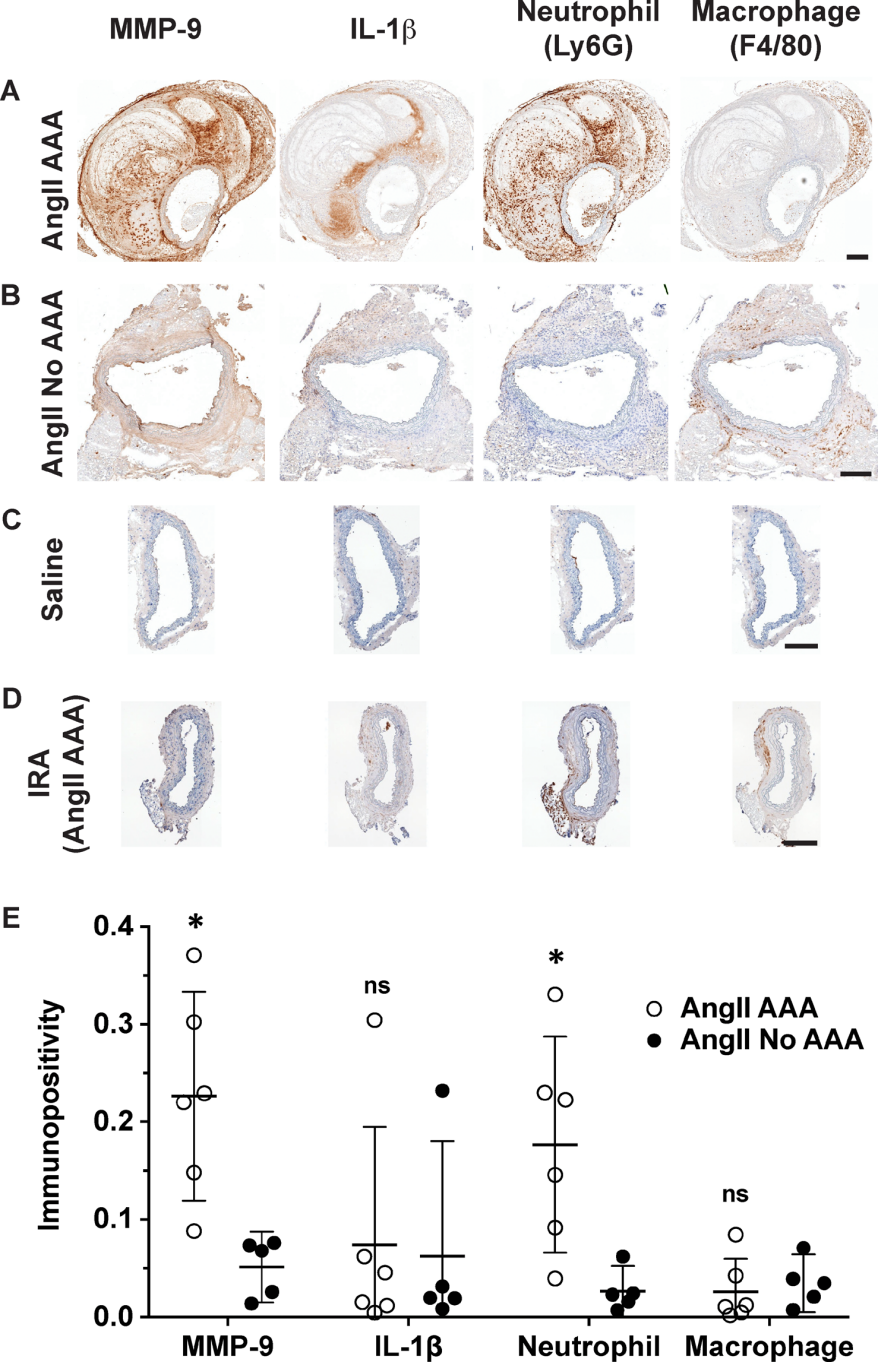
Immunohistochemistry (IHC) and semi-quantitation of MMP-9, IL-1β, neutrophils, and macrophages. (a)–(d) DAB single stain IHC of MMP-9, IL-1β, Ly6G^+^ neutrophils, and total macrophages (F4/80^+^) on example AngII AAA (a), AngII No AAA (b), Saline (c), and IRA (d) tissues. MMP-9 is co-distributed with neutrophils and macrophages in the adventitia (a). In the dissected region, neutrophils are abundant and MMP-9 and IL-1β are observed along the interface with the elastic lamina (a). Vessels from the Saline cohort (c) and the infrarenal aortas (IRA) from the AngII AAA cohort (d) show weak immunolabeling other than background and periadventitial staining. Scale bars: 200 *μ*m. (e) Semi-quantitation was performed on medium and strong immunopositive areas within the vessel wall. Unpaired t-tests were run to compare the AngII AAA and AngII No AAA cohorts (* *p* < 0.05; ns, not significant).

The adventitia of the aortas in the AngII AAA and AngII No AAA cohorts contained moderate numbers of mixed inflammatory cells, most notably neutrophils and macrophages (H&E in Fig. 4; Ly6G and F4/80 in Fig. 5), as well as lymphocytes and few plasma cells. For neutrophils in the AngII AAA cohort, we quantified 6-fold greater percent immunolabeling on average (*p *=* *0.017) throughout the vessel wall including the dissected region (Fig. 5). Macrophages had similar percent immunolabeling in both cohorts. The adventitia of the aortas from the Saline cohort contained inflammatory cells within normal limits. The inflammatory cells in the adventitia of the infrarenal aortas from the AngII AAA cohort were within normal limits except for the sample with a distally extending aneurysm and a tissue with mildly increased levels.

## DISCUSSION

We investigated the early pathology of dissecting AAAs by differentiating the morphological, biomechanical, microstructural, and inflammatory changes occurring in mice with and without suprarenal aortic dissection. We found that AngII exposure led to aortic vessel expansion and a reduction in vessel wall CCS. Neutrophil and mononuclear cell infiltration, IL-1β expression, and medial and adventitial ECM remodeling occurred to varying degrees dependent on whether an aortic dissection was identified *in vivo*. Below, we further discuss tissue- and gene-level differences identified in the AngII AAA and AngII No AAA cohorts.

### Aortic expansion and vessel wall pulsatility in the AngII No AAA cohort

Aortic vessel expansion and reduction in CCS occurred in all AngII-infused animals regardless of whether a dissecting AAA formed. This result was surprising for the AngII No AAA cohort because significant changes in the EMD or volume/length were not expected in the absence of a dissection. We attribute the increase in the EMD (42% ± 4%) and volume/length (67% ± 16%) in this cohort to the hypertensive effect of AngII on aortic remodeling.^30^ The percent increase in EMD was below a 50% threshold, the current clinical metric used to define human AAAs, for four of the five AngII No AAA murine aortas. Geometric measurements from the *in vivo* US data suggest that there is moderate vessel enlargement, especially after 10 days of AngII infusion. Despite the uniform lengths used for volumetric segmentation in this cohort, the percent increase for volume/length values ranged between 30% and 109%.

Endpoint CCS was less than 10% for three of the five animals in the AngII No AAA cohort (4.5%, 6.4%, and 8.3%) and overlapped with animals in the other two cohorts. Future work could include acquisition of 4D US data to analyze global and region-specific vessel wall strain in these aortas.^31^ This more sophisticated analysis would provide insight into where along the suprarenal aorta of AngII-infused animals we detect the largest reductions in pulsatility. During daily screening of AngII-infused animals, we collected M-mode data to assess whether average CCS was reduced. We performed measurements at three different axial locations along the suprarenal aorta but did not identify abnormally low CCS in any animals prior to the development of dissecting AAAs. Using 4D image analysis for this purpose however may have better predictive capability by correlating regional strain heterogeneity with potential for focal medial elastin breakage, dissection, and aortic expansion.

### Aortic gene expression of matrix remodeling enzymes and extracellular matrix proteins

We found high levels of suprarenal MMP expression, including *Mmp8* and *Mmp9*, in the AngII AAA cohort. MMP-8, expressed in neutrophils as well as endothelial cells, vascular smooth muscle cells, and macrophages, cleaves native type I and type III fibrillar collagens.^32–34^ *Mmp8* expression could be indicative of the presence of infiltrating neutrophils^35^ or synthesis by adventitial mesenchymal cells.^36^ Wilson *et al.* have shown that MMP-8 activity is significantly higher in areas where aortic rupture has occurred in human AAAs,^37^ supporting the theory that its specificity towards proteolysis-resistant fibrillar collagens is necessary for excess collagen breakdown and eventual rupture.^38^

There is clearly a significant role of MMP-9 in aortic disease initiation. Based on the finding of high circulating levels of MMP-9 in patients with acute aortic dissection, Kurihara *et al.* determined that AngII induced the release of MMP-9 from neutrophils, which led to acute aortic dissection in the thoracic aorta of mice that were administered a lysyl oxidase inhibitor.^39^ We verified in the present study that the highest intensity and abundance of MMP-9 were found in AngII AAA tissues (Fig. 5). Strong adventitial staining is observed and is codistributed with both F4/80^+^ macrophages and Ly6G^+^ neutrophils. Future work could include colocalization analysis of these markers and investigation of whether MMP-9, beyond its role in elastin degradation,^40^ is sufficient to activate IL-1β during initial aortic expansion.^41^

Interestingly, *Eln* expression was highest in the AngII No AAA cohort. 

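In the RNA-seq libraries, *Eln* was at 1144 FPKM in the AngII No AAA library and at 242 FPKM in the AngII AAA library (authors' unadjusted p-value 0.0226, authors' adjusted p-value 0.839). It was not listed in either comparison with the Saline library, so its value in that library could not be read.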

We also measured differential expression of elastin-associated ECM proteins, such as *Fbn1* and *Mfap5*, suggesting ongoing vessel wall remodeling or repair processes involving elastin microfibril assembly.^42^ 

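*Fbn1* was listed in both comparisons with the Saline library, with log2 fold changes of 2.17 in the AngII AAA library and 1.93 in the AngII No AAA library. *Mfap5* had log2 fold changes of 1.86 and 2.16, respectively, and was a DEG for AngII No AAA vs. Saline with an adjusted p-value of 0.0228 from the authors. Neither gene was listed for AngII AAA vs. AngII No AAA.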

For AngII No AAA tissues, we observed intermittent and small microstructural defects to the elastin. One tissue did have two small transmural ruptures on the proximal end of the suprarenal aorta. While further work is needed, this initial analysis suggests that increased *Eln* expression may be protective against AngII-induced dissections.

Various collagen types showed differential expression and were classified based on related functions to other ECM and secreted factors. For the AngII AAA cohort, *Col8a1* was significantly upregulated relative to the Saline cohort and was functionally classified (i.e., shared multiple annotation terms in common) with genes encoding for complement pathway factors *C1q*^43^ and *C1qtnf6*^44^ as well as *Emilin2* (elastin microfibril interfacer 2).^45^ 

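Relative to the Saline library, the AngII AAA library had log2 fold changes of 2.28 for *C1qa*, 2.96 for *C1qb*, 2.43 for *C1qc*, and 2.12 for *C1qtnf6*. *Col8a1* was at 30.1 FPKM in the AngII AAA library, 22.6 FPKM in the AngII No AAA library, and 6.84 FPKM in the Saline library on a common scale (authors' adjusted p-value 0.493 for AngII AAA vs. Saline).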

Increased local synthesis of EMILIN2 may be occurring in dissecting AAA formation; its proposed role in thrombus formation and contraction would be of interest to explore.^45^ 

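*Fmod* was at 9.66 FPKM in the AngII AAA library and at 41.7 FPKM in the AngII No AAA library. It was also lower in the AngII AAA library than in the Saline library, with a log2 fold change of -1.71 and an unadjusted p-value of 0.0416 from the authors.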

We also noted downregulation of *Fmod*, which encodes a fibrosis-promoting collagen-associated protein, fibromodulin. Dense collagen formation is increased by fibromodulin, which promotes collagen cross-linking activity.^46^ This finding agrees with our histology which revealed only a thin layer of adventitial collagen in the AngII AAA tissues. Indeed, compensatory collagen deposition and remodeling may not be present at this early stage (cf. to Refs. 19 and 20).

### Inflammatory gene expression signatures

GO terms for inflammatory cell recruitment and regulation predominated for the AngII AAA cohort. Inflammation-resolving processes (e.g., wound healing and negative regulation of cytokine production) were identified for both the AngII AAA and AngII No AAA cohorts. We measured high expression levels of *Il1b* in AngII-infused animals with the largest difference for the AngII AAA cohort relative to the Saline cohort (∼60-fold increase; *p *<* *0.001). *Nlrp3*, which encodes for a sensor protein that is part of the inflammasome complex, was significantly upregulated relative to the AngII No AAA cohort as was the signaling receptor for IL-1β (*Il1r1*) relative to the Saline cohort. 

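*Nlrp3* was at 6.17 FPKM in the AngII AAA library and at 2.16 FPKM in the AngII No AAA library (authors' unadjusted p-value 0.0491, authors' adjusted p-value 0.996). *Il1r1* was at 44.1 FPKM in the AngII AAA library and at 11.9 FPKM in the Saline library (authors' unadjusted p-value 0.0218, authors' adjusted p-value 0.656).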

Relative to the AngII No AAA cohort, however, higher expression of some factors involved in blunting IL-1-mediated inflammation (*Il1r2* and *Il1rn*) suggests that a more complex picture is at a play within this early stage.

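*Il1r2* was listed for AngII AAA vs. AngII No AAA only, with a log2 fold change of 5.05. *Il1rn* was listed for AngII AAA vs. Saline as well, with a log2 fold change of 2.62. Relative to the AngII No AAA cohort, the paper proposes from the higher expression of both genes a more complex picture within this early stage.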

Martin *et al.* demonstrated that IL-1R2, a decoy signaling receptor for IL-1, is constitutively expressed on mouse neutrophils, and after an inflammatory stimulus, it can be shed from the membrane and then re-expressed.^47^ Thus, a soluble form of this receptor is able to sequester free IL-1. IL-1 receptor antagonist, encoded by *Il1rn* (IL-1Ra), is required in excess of IL-1β in order to inhibit IL-1-induced processes and is secreted by the same cells producing IL-1β.^48,49^ *Il1rn* was found to be a DEG in the AngII AAA suprarenal dataset that was absent in the infrarenal dataset, suggesting that a counterbalancing inflammatory response may be active in the suprarenal aorta. Ingenuity pathway analysis (IPA) canonical pathway analysis for the AngII AAA vs. Saline comparison identified the “inflammasome pathway” as activated (z-score 2.236; *p *=* *0.0035) similar to what we calculated using the publicly available results from the chronic (28-day) AngII infusion study^24^ (z-score 2; *p *=* *0.0164). “IL-1 signaling” had borderline activation (z-score 1.897; *p *=* *0.0012) based on differential expression of *Il1r1*, *Myd88*, *Fos*, *Ikbke*, *Irak3*, *Nfkbia*, *Gnai3*, and *Adcy5* and is more significant as compared to the chronic study (z-score 1.342; *p *=* *0.321). 

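The log2 fold changes for AngII AAA vs. Saline were 1.77 for *Myd88*, 2.15 for *Fos*, 1.99 for *Ikbke*, 1.70 for *Nfkbia*, 1.55 for *Gnai3*, and -1.98 for *Adcy5*. *Irak3* was not listed in any of the 3 comparisons. The authors' adjusted p-values of the listed genes lay between 0.531 for *Fos* and 0.866 for *Gnai3*.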

IL-1β immunolabeling had similar overall abundance in the AngII AAA and AngII No AAA cohorts; however, higher intensity in particular along the edge of the dissected regions was seen in the dissecting AAAs (Fig. 5). Taken together, these data suggest that the AngII AAA cohort shows upregulated expression of factors involved in the inflammasome pathway and IL-1β signaling and that IL-1β inhibition or sequestration may also be active.

Neutrophils and macrophages are the inflammatory cell types we found to show high and consistent enrichment in the AngII AAA cohort. A neutrophil marker (*Ly6g6d*) was a DEG in the suprarenal dataset that was absent in the infrarenal dataset. 

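*Csf3r* had log2 fold changes of 4.60 against the AngII No AAA library and 5.08 against the Saline library and was a DEG in both comparisons, as was *Pf4*. *Cxcl2* was at 65.3 FPKM in the AngII AAA library against 5.35 FPKM in the AngII No AAA library (authors' adjusted p-value 0.235) and had a log2 fold change of 5.39 against the Saline library (authors' adjusted p-value 0.804).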

Other granulocyte markers (e.g., *Csf3r*) and factors promoting neutrophil chemotaxis (e.g., *Pf4* and *Cxcl2*)^50,51^ were also differentially expressed relative to the other two cohorts. IPA identified “fMLP signaling in neutrophils” (12 genes; z-score 3.464; *p *=* *2.36E-4) and “infiltration of neutrophils” (45 genes; z-score 3.015; *p *=* *1.2E-25) as activated for the AngII AAA vs. AngII No AAA comparison. These processes had lower activation z-scores for the chronic study (z-scores 1.89 and 1.358, respectively). Activation of N-formylmethionine leucyl-phenylalanine (fMLP) signaling in neutrophils raises the possibility that mitochondrial chemotactic peptides released upon cell injury and necrosis^52^ are responsible for neutrophil recruitment in the suprarenal aorta and subsequent pro-inflammatory or anti-inflammatory effects.^53^ Ly6G^+^ neutrophils were abundant throughout the adventitia and dissected region of AngII AAA tissues, similar to the distribution for the AngII No AAA tissues but which had less positive immunolabeling (Fig. 5). We also noted pervasive immunolabeling in the periadventitial space, which was excluded from analysis. Thus, gene- and tissue-level results indicate that neutrophil recruitment and infiltration are particularly active in the suprarenal aorta following acute AngII infusion. Laroumanie *et al.* found similar results after acute AngII infusion in a non-hyperlipidemic knockout model.^54^ For the present study, whether neutrophils are involved in dissection formation and/or subsequent vessel remodeling within the dissecting AAA is not clear.

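In the AngII AAA library relative to the Saline library, the log2 fold changes were 3.85 for *Ccl2*, 6.50 for *Ccr1*, and 3.73 for *Ccr2*. The authors' adjusted p-values were 0.331, 0.512, and 0.306, and *Ccr1* was at 0.926 FPKM in the Saline library.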

Key chemokines and chemokine receptors on monocytes/macrophages showed high expression (e.g., *Ccl2*, *Ccr1*, and *Ccr2*) in the AngII AAA cohort. “Production of nitric oxide and reactive oxygen species in macrophages” (z-score 2.985; *p *=* *4.28E-10), “Fcγ receptor-mediated phagocytosis in macrophages and monocytes” (z-score 4.082; *p *=* *1.25E-16), and “CCR5 signaling in macrophages” (z-score 2.236; *p *=* *0.0202) were all found to be significantly activated for the AngII AAA vs. AngII No AAA comparison in the suprarenal dataset. For the infrarenal dataset, only “Fcγ receptor-mediated phagocytosis in macrophages and monocytes” was found to have borderline activation (z-score 2; *p *=* *0.0571). These three pathways showed very similar activation z-scores (3.051, 3.606, and 2.236, respectively) for the chronic infusion study. Total (F4/80^+^) macrophage immunolabeling on AngII AAA tissues was abundant throughout the adventitia and sparsely distributed in the dissected region (Fig. 5). These results confirm previous studies^12,21,27,55^ that macrophages are an active inflammatory cell type in the suprarenal aorta and underscore their involvement in early dissecting AAA development.

### Potential disease regulator biomarkers and therapeutic targets

Among the highest expressed DEGs in the AngII AAA cohort was *mir223* (∼7-fold average increase relative to the AngII No AAA cohort; *p *=* *0.0023), a micro-RNA which is released possibly exclusively by hematopoietic cells.^56^ This micro-RNA is a potential biomarker and therapeutic target, requiring further investigation in light of recent publications on multiple inflammatory diseases, including chronic obstructive pulmonary disease^57^ and cancer.^58^ Chu *et al.* recently proposed a mechanism for how miR-223 may be released from leukocytes and platelets into circulation and lead to vascular injury that causes Kawasaki Disease, a genetic condition associated with increased systemic vascular inflammation that can cause coronary artery aneurysms.^56^ Kin *et al.* have shown that relative to healthy patients, higher *mir223* expression is detectable in human AAA tissue and accompanied by lower expression in AAA patients' plasma.^59^

The most downregulated DEG in the AngII AAA cohort (*Sost;* ∼15-fold average decrease relative to the AngII No AAA cohort; *p *=* *5 × 10^−5^) had no differential expression in the infrarenal dataset. 

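The fold decrease of *Sost* recomputed from FPKM was 15.8 for AngII AAA vs. AngII No AAA, with an unadjusted p-value of 5e-05 and an adjusted p-value of 0.0342 from the authors. Of the 2 downregulated DEGs in this comparison, the other was *Igfbp2*, with a log2 fold change of -2.64. For AngII AAA vs. Saline, *Sost* had a log2 fold change of -4.46 and an adjusted p-value of 0.117 from the authors.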

*Sost* encodes sclerostin,^60^ a secreted glycoprotein that can inhibit Wnt signaling, leading to decreased expression of osteopontin (*Spp1*), MMP-2, and MMP-9 (*61*). 

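*Spp1* was at 530 FPKM in the AngII AAA library and at 33.3 FPKM in the AngII No AAA library, a log2 fold change of 3.99, and was a DEG. Its log2 fold change for AngII AAA vs. Saline was 6.00, also a DEG.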

Our findings of significant downregulation of *Sost* accompanied by upregulated *Spp1* and *Mmp9* are in line with the study by Krishna *et al.* which demonstrated the potential of sclerostin in inhibiting dissecting AAA formation and atherosclerosis and provided evidence for epigenetic silencing of sclerostin in human AAAs.^61^

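*Lrg1* rose 5.64-fold in the AngII AAA library and 3.16-fold in the AngII No AAA library relative to the Saline library. The authors' adjusted p-value for the latter is 0.271, and the gene was not listed for AngII AAA vs. AngII No AAA.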

A secreted glycoprotein found in serum that is thought to be involved in differentiation of neutrophils (leucine-rich α2-glycoprotein, LRG)^62^ showed upregulated gene expression in both the AngII AAA and AngII No AAA cohorts relative to the Saline cohort (∼5.5- and 3-fold increase, respectively). Previous studies^63,64^ have proposed that LRG could be used as a circulating biomarker for inflammatory states. It would be of interest to validate whether LRG has higher circulating levels in animals that do develop a dissecting AAA.

## STUDY LIMITATIONS

Our study has several limitations that are important to note. While we did not visualize the thoracic aorta as part of the imaging protocol, AngII-induced dissections can also arise in this region.^65^ Therefore, it is possible that we overlooked focal dissections developing in the thoracic aorta of AngII-infused animals. However, we observed no thoracic aortic dissections after euthanasia and restricted our collection of aortic tissue to the abdominal aorta rather than the entire aortic tree, which would minimize the influence of any undetected pathological changes in the thoracic aorta. Furthermore, it is possible that minor microstructural defects led to moderate vessel expansion without false lumen formation in the suprarenal aorta.^20,66^ In this case, two-dimensional diameter measurements and one-dimensional vessel wall strain calculations would likely be inadequate to differentiate between a healthy and diseased suprarenal aorta. Indeed, as discussed above, this limitation underscores the importance of more sophisticated *in vivo* strain analysis in identifying diseased regions.^31^ Still, *in vivo* US imaging in the long- and short-axes of vessel wall pulsatility and blood flow dynamics, later confirmed by direct visualization after euthanasia, enabled us to correctly classify those animals with newly developed dissected aneurysmal lesions in the suprarenal aorta.

We chose to divide each aortic segment so that the tissue halves could be allocated for different types of experiments. The issue with this approach is that the proximal and distal regions of the suprarenal aorta have different properties. Our analysis of the disease-initiating effects is therefore more limited than it would be if we were to analyze both regions at the gene and tissue level. If, for example, a focal dissection arose adjacent to the right renal-mesenteric trifurcation, then the gene expression data could reflect the effects of dissection formation more so than the histology and immunohistochemistry results, which were analyzed on the proximal half of the aneurysmal lesion. A more advanced workflow that allows for RNA extraction from histology-prepped tissue, such as laser capture microdissection, could possibly circumvent this issue.

Finally, we designed this study to characterize how AngII differentially affects the suprarenal aorta of mice that have developed a dissecting AAA within the last 24 h as compared to those that did not develop one. What remains unclear to us is whether the effects we are measuring for the AngII AAA cohort are simply the response to injury or are also indicative of the disease initiation processes that may continue to be active in the midst of tissue healing and repair. Indeed, timing the collection of the tissue immediately before or after dissection formation would be very interesting for a future study. This, however, would be challenging as it would require an approach capable of predicting precisely when a dissection is likely to occur.

## SUMMARY AND FUTURE DIRECTIONS

We have quantitatively characterized the early pathology seen in AngII-infused *apoE*^-/-^ mice through a comparison with animals that did not develop dissections and saline-infused controls. We found that the aorta expanded and had reduced vessel wall strain regardless of whether a dissecting AAA formed in AngII-infused mice. Biological processes related to neutrophil and mononuclear cell inflammation, regulation of IL-1β signaling, ECM remodeling, and blood coagulation were all enriched in the AngII AAA cohort. Processes such as muscle contraction and wound healing were enriched in the AngII No AAA cohort relative to saline controls alongside intermediate gene expression of proinflammatory and matrix remodeling genes. Histology revealed the presence of focal elastin breakage, accumulation of fibrin and red blood cells, and relatively little adventitial collagen in early stage dissecting AAAs. Furthermore, we observed that neutrophils are co-distributed with IL-1β and MMP-9. This work advances our understanding of the early development of this murine model and has potential translational significance for improving diagnosis and therapy options of acute aortic syndrome in humans.

## METHODS

### Experimental design

The Purdue Animal Care and Use Committee approved all experiments performed on the animal protocol (#130200818). We implanted 20 male *apoE*^-/-^ C57BL/6J mice at 12 weeks of age with subcutaneous miniosmotic pumps (Alzet, DURECT Corp, Cupertino, CA) loaded with either AngII (n = 15) or saline (n = 5). AngII was loaded according to the animal body weight at a dose of 1000 ng/kg min for an infusion duration of 28 days. AngII-infused animals were monitored for dissecting AAA development by US for up to 10 days after pump implantation surgery. At the time of pump implantation (12 weeks of age), the AngII AAA cohort weighed 28.4 ± 1.7 g, the AngII No AAA cohort 27.5 ± 1.6 g, and the Saline cohort 28.8 ± 2.1 g. At the time of euthanizing (within 10 days after implantation), the AngII AAA cohort weighed 27.0 ± 1.4 g, the AngII No AAA cohort 26.7 ± 1.9 g, and the Saline cohort 29.5 ± 1.6 g. Individual weight fluctuations relative to the time of pump implantation did not vary by more than 10% over the study period.

### *In vivo* ultrasound imaging and blood pressure collection

Before implanting pumps (baseline), we collected full US imaging datasets and systemic pressures. Starting at day 3 post-implantation, we screened the AngII-infused animals daily for the appearance of dissecting AAAs (Table I and supplementary material, Fig. 1). We acquired *in vivo* US data of aortic size (B-mode), pulsatility (M-mode), and blood flow dynamics (Color Doppler) using a 50 MHz center frequency transducer (MS700) on the Vevo2100 system (FUJIFILM VisualSonics, Toronto, Canada). When screening an animal, if both short- and long-axis suprarenal aortic diameters were the same the previous day, we collected B-mode, M-mode, and Color Doppler scans and continued screening the following day. If the diameter was larger, we checked whether the aortic wall motion was substantially reduced (M-mode) and whether there was any disturbance in blood flow along the suprarenal aorta (Color Doppler). If a suprarenal aortic dissection was visible, we collected a full imaging dataset (2D and 3D B-mode, M-mode, Color Doppler, PW Doppler, and EKV) of the suprarenal aorta and euthanized the animal (supplementary material, Movie I). By day 10, if an aortic dissection was not observed, as would be evidenced by a substantial increase in the diameter alongside vessel stiffening and disturbance in blood flow, we collected a full imaging dataset and euthanized the animal (supplementary material, Movie I). For saline-infused mice, we collected imaging data at day 10 and then euthanized. US analysis (VEVO Lab, FUJIFILM VisualSonics) included EMD measurement, inner diameter measurement to calculate CCS, and 3D segmentation to measure the volume/length. We identified the location of maximum suprarenal aortic expansion seen in the short axis and measured the area bound by the outer aortic wall. From this value, we calculated EMD using the equation for the area of a circle. At the same location, we determined average peak systolic and average end diastolic inner diameters from M-mode data using a custom MATLAB script.^67^ With these values, we calculated Green-Lagrange circumferential cyclic strain, as described previously.^14^ With 3D B-mode scans, we segmented both the true lumen and the outer aortic wall. For the AngII AAA cohort, we segmented over the axial length of the dissecting AAA. Similarly for the AngII No AAA and Saline cohorts, we segmented 8 mm proximal to the right renal artery. We calculated volume/length values as the volume normalized to the segmentation length.

In addition to baseline assessment, we collected blood pressure measurements (CODA System, Kent Scientific, Torrington CT) from the tails of conscious animals between days 5 and 9. Each reported value is the average of systolic blood pressure measurements recorded from at least 11 acceptable runs with measured flow of more than 4 *μ*l/min.

### Animal euthanasia and tissue collection

We euthanized animals within 24 h of each animal-specific endpoint. We harvested the suprarenal aorta (from just distal to the diaphragm to just distal to the right renal artery) and the infrarenal aorta (from just distal to the left renal artery to the iliac bifurcation). Each aortic segment was divided via axial cuts into approximately equal halves and then frozen for histology and gene expression analysis (see below). For animals without dissecting AAAs, we grossed approximately 8 mm of both the suprarenal and infrarenal aorta.

### Total RNA extraction, dilution, and pooling

Total RNA from the distal half of each aortic segment was extracted with TRIzol reagent and treated with DNase I prior to elution from spin columns using the Zymo Directzol RNA Miniprep kit and the RCC-5 columns. One *μ*L of RNase inhibitor was added to each extracted sample. We verified sample quality by absorbance (Nanodrop, Thermo Scientific, Waltham, MA). We purified samples with suspected DNA or protein contamination using RNA Clean and Concentrator-5 kit (Zymo, Irvine, CA). For inclusion in cDNA library construction and real-time polymerase chain reaction (RT-PCR) assays, biological samples were required to have 260/230 and 260/280 absorbance ratios of greater than 1.7. We used fluorimetry (Qubit 2.0, Thermo Scientific) to determine sample concentrations.

Prior to cDNA library construction, we made 6 experimental pools, each consisting of either suprarenal (n = 3–7) or infrarenal (n = 2–5) aortic segments from one of the three cohorts. A given pool was comprised of samples with equal amounts of total RNA. Absorbance readings were taken after dilution and pooling, and clean-up was performed if necessary.

### cDNA library construction, purification, and quantification

We used the Ovation RNA-Seq System for mouse (NuGEN, San Carlos CA) designed for low input (10–100 ng) total RNA. Optional DNA fragmentation and concentration were not performed, but the libraries were depleted of ribosomal RNA using insert dependent adaptor cleavage (InDA-C) primers. We qualitatively assessed the amplified libraries using the Agilent Bioanalyzer 2100. If unreacted adapters or adapter dimers were present, we used Ampure beads to purify. Absolute size-adjusted concentrations for the libraries (8.2–87 nM) were determined using the KAPA Library Quantification Kit (KAPA Biosystems) and average library sizes from the electropherograms.

### RNA sequencing and bioinformatics

RNA sequencing (RNA-seq) was performed at the Purdue University Genomics Core Facility. Samples were equally pooled and clustered on an Illumina Rapid Chemistry flow cell. One and a half lanes were loaded, and samples were sequenced in single-read mode for 61 base reads on an Illumina HiSeq2500. The total number of reads per library was between 33.8 and 42.4 million.

We performed subsequent expression analysis on Galaxy (usegalaxy.org). RNA-seq reads were quality-filtered with FastQC, aligned with HISAT2, and assembled using the Cufflinks protocol.^68^ The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE123874 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123874). We first performed bioinformatics analysis for DEGs and GO terms using Advaita Bio's iPathwayGuide (http://www.advaitabio.com/ipathwayguide). This software analysis tool implements the “Impact Analysis” approach that takes into consideration the direction and type of all signals on a pathway, the position, role, and type of every gene, etc., as described by Draghici *et al.*^69^ We also used Qiagen Ingenuity Pathway Analysis (IPA) to generate networks and functional analyses (https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/) for the 6 datasets as well as for publicly available data published by Rush *et al.*^24^ (data accessible at NCBI GEO database, accession GSE12591). We utilized DAVID (Database for Annotation, Visualization and Integrated Discovery; https://david.ncifcrf.gov) to cluster genes by similar functional annotations collected from multiple sources, including GO terms, and to calculate an enrichment score for each functional annotation cluster.^70,71^

### Real-time PCR and relative gene expression analysis

Remaining total RNA was first reverse-transcribed to cDNA (Applied Biosystems High Capacity cDNA Reverse Transcription Kit, Waltham MA). We used ZEN double-quenched probes with fluorescein (6'-FAM) dye (Integrated DNA Technologies, Coralville, IA) to assay *mir223, Il1b, Eln, Col4a3, Mmp9*, and *Ppia*. We ran assays in duplicate using 0.5 ng of DNA template with the following cycling conditions: (1) 95 °C for 3 min; (2) 45 cycles of 95 °C for 15 s and 60 °C for 1 min (Applied Biosystems 7500 System). After validating constitutive expression of *Ppia* across experimental conditions, we selected it as a housekeeping gene for normalizing target gene expression levels. We performed relative quantitation of gene expression (n = 3–7 per cohort) by the ΔΔC_T_ method and used either the AngII No AAA or Saline cohort as a comparator group.

### Histology and immunohistochemistry

We embedded the proximal halves of suprarenal and infrarenal segments in optical cutting temperature (OCT) compound and froze the tissues over dry ice-cooled isopentane prior to storage at −80 °C. For each slide, 5 *μ*m-thick non-sequential cryosections (200 *μ*m apart) were collected starting from the distal end of each segment. Sections were fixed with methanol and stained using H&E, MOV, and MSB. Standard IHC was performed using the following primary antibodies: rabbit anti-mouse MMP-9 (ab38898; Abcam), goat anti-mouse IL-1β (AF401NA; R&D systems), rat anti-mouse neutrophil NIMP-R14 (ab2557; Abcam), and rat anti-mouse macrophage F4/80 (Cl:A3–1; Bio-Rad). Sections were developed using peroxidase substrate 3,3′diaminobenzidine (DAB), producing a brown stain in areas with immunoreactivity. Immunolabeling was quantified using marker-specific algorithms tuned by a pathologist to identify pixels with medium and strong DAB staining. We drew annotations of the vessel wall and excluded the lumen and periadventitial region from the analyzed areas. Positive pixel counts were normalized to the analyzed area on each section.

### Statistics

EMD and CCS values from each experimental cohort were compared by one-way ANOVA with Tukey multiple comparisons and correlated. For statistical analysis of ΔC_T_ values, we performed one-way ANOVA with Holm-Sidak multiple comparisons. Percent stained area values were compared between the AngII AAA and AngII No AAA cohorts by unpaired t-tests.

## SUPPLEMENTARY MATERIAL

See supplementary material for additional US image data and a molecule activity prediction map. Supplementary tables contain SBP measurements and lists of significant DEGs, GO terms, and unique DEGs found after comparison to a chronic AngII infusion study. A supplementary movie shows additional US image data.

How the deposited data were processed for this re-analysis (not part of the article)

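RNA-seq was analysed for 3 suprarenal libraries, 1 each for the AngII AAA, AngII No AAA, and Saline cohorts. Each library pooled RNA from several animals. The infrarenal libraries, the RT-PCR data, and the GO and pathway analyses were not analysed here.

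The authors filtered the reads with FastQC, aligned them with HISAT2, and assembled them with Cufflinks on Galaxy. The versions, the genome build, and the annotation are not named in the paper's text. The authors deposited FPKM values for the 2 libraries of each comparison, in a separate Cuffdiff run per comparison. They also deposited the log2 of the ratio, a test score, and the p-value and adjusted p-value of each gene, and kept only genes with an unadjusted p-value under 0.05. Every entry carried a status of a completed test, and the authors' own significance call matched an adjusted p-value under 0.05 in each of the 600, 715, and 564 entries.

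Of 1197 entries for a single gene whose symbol is in GENCODE M21 (an annotation of the mouse genome), 147 (12.3%) overlapped the gene of the same symbol there. The coordinates are therefore printed only as the authors give them, with no build named, and no annotation of introns or exons was used.

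From the deposited FPKM values, the log2 fold change was recomputed, with no pseudocount. A gene listed at 0 in a library has an infinite ratio. A DEG is a gene with a fold change over 1.5 and an adjusted p-value by the authors under 0.1, the thresholds that the paper states. No test was run across genes or animals, because each cohort had 1 library. Percentages of DEGs carry 95% Wilson confidence intervals, which cover counting error only, since genes are not independent. The FPKM values of a library differed between lists by a constant, which was divided out to place the 3 libraries on the scale of AngII AAA vs. Saline. The AngII No AAA value was taken from the comparison with the AngII AAA library where it was listed there. The 3 patterns were then assigned by the library with the highest value.

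The depth of each library could not be read from FPKM, and the precision of single values is therefore unknown. The genes named are every gene that the paper's text names for RNA-seq, with Tables II and III summarised, the 5 DEGs with the largest rise and the 5 with the largest fall per comparison (entries for a single gene with at least 1 FPKM in the higher library), and the largest genes of the marker lists. These rules, the thresholds, 13 of the 14 marker lists, the 9 symbol families, and the alternatives were fixed before the data were examined. The list of 15 endothelial markers was written later, before its genes were looked at. The alternatives were an adjusted p-value under 0.05, an unadjusted p-value under 0.05, a fold change over 2, at least 1 FPKM in the higher library, a pseudocount of 1, entries for a single gene only, and, for the patterns, the lowest library as well as the highest.

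After the number of DEGs was found to differ from the paper's, 12 further thresholds were tried by hand and then a grid of 1386 combinations of thresholds, which were compared with the counts of Fig. 2(a). No value beside the paper's text comes from this search, and its outcome is given with the differences from the paper's values.

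The calculations were tested on 1000 simulated genes, 200 of them changed, and gave all 200 their pattern. The simulated values had no noise, every gene was in all 3 lists, and the p-values marked the changed genes. The test therefore checks the arithmetic only, and not how well patterns are assigned in the authors' lists. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, and scipy 1.17.1 were used.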

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

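Genes of tissues that the paper does not discuss in its RNA-seq data were looked for with marker lists written before the data were examined. The rule that at least 5 listed genes outside the paper's text and tables all move in the same direction was set after the lists had been counted. Apart from the tests of adrenal cortex markers and of skeletal muscle in the AngII No AAA pool, the tests here were chosen after the result was seen. With 1 library per cohort, none of these patterns can be separated from the make-up of a pool.

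Adrenal cortex markers were higher in the AngII AAA library, with 5 genes outside the paper's text and tables against the AngII No AAA library and 6 against the Saline library. *Star*, which Table II holds, was a DEG in both comparisons. Adrenal tissue in the AngII AAA pool is a candidate explanation, since the glands lie near the suprarenal aorta. Of the genes outside the paper's text and tables, 4 were listed as higher than in both other libraries (*Mc2r*, *Fdxr*, *Soat1*, and *Scarb1*), which is part of the pattern itself and so decides nothing. Whole adrenal glands in the pool would also raise markers of the adrenal medulla, and of 10 such markers 0 were listed as higher than in both other libraries. *Chga*, the only one listed, was at 48.1 FPKM in the AngII AAA library, 17.7 FPKM in the AngII No AAA library, and 42.0 FPKM in the Saline library on a common scale, and was listed as higher in the AngII AAA library than in the AngII No AAA library. The other medulla markers were not listed, which does not show that they were unchanged, so that whole glands and cortex tissue alone cannot be told apart. *Soat1* and *Scarb1* are not specific to the adrenal gland. A rise of these genes in the aortic wall was not tested and cannot be told apart from adrenal tissue in the pool.

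Skeletal muscle markers were lower than in the Saline library, with 23 genes outside the paper's text and tables in the AngII No AAA library and 9 in the AngII AAA library. A test for skeletal muscle in the AngII No AAA pool, which had been set for a rise of these genes, has no bearing on a fall (0 were listed as higher). Skeletal muscle tissue in the Saline pool may explain the pattern, and 10 markers were listed as lower in the AngII AAA library than in the Saline library, which is part of the pattern itself and so decides nothing. A loss of muscle genes of every kind after AngII would also lower smooth muscle markers in both AngII libraries. In the AngII AAA library 4 were listed as lower than in the Saline library, with a median log2 fold change of -2.26. In the AngII No AAA library 0 were listed, and being unlisted does not show that they were unchanged. The values of 4 smooth muscle markers could be read there from the other comparisons, and all 4 were lower than in the Saline library, with a median log2 fold change of -0.64. These are the markers listed in both comparisons of the AngII AAA cohort and are therefore selected. Both explanations remain.

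Red cell genes were higher than in the Saline library, with 6 listed entries in the AngII AAA library and 8 in the AngII No AAA library. Red blood cells held in the dissected wall would make these genes higher in the AngII AAA library than in the AngII No AAA library, and 0 were listed in that comparison. Being unlisted does not exclude a small difference. Of 6 entries whose values could be read in all 3 libraries, 5 were higher in the AngII AAA library than in the AngII No AAA library and 1 was lower, with a median log2 fold change of 0.31, and these are selected by their listing against the Saline library. Blood left in the tissue at collection may differ between pools and was not tested. Of the listed entries, 2 each name both *Hba-a1* and *Hba-a2*, near-identical copies whose reads cannot be assigned to a single gene here. The paper describes red blood cells in its histology but does not name these genes.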

How the results depend on the processing

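The number of DEGs depended on the p-value threshold. With an unadjusted p-value under 0.05 and no adjusted threshold, there were 600 genes for AngII AAA vs. AngII No AAA, 715 for AngII AAA vs. Saline, and 564 for AngII No AAA vs. Saline, 1238 in any comparison and 83 in all 3. Unique to these comparisons were 194, 177, and 309 genes. Upregulated genes made up 79% for AngII AAA vs. AngII No AAA and 84.6% for AngII AAA vs. Saline. The lists hold only genes with an unadjusted p-value under 0.05, which fixes these counts at the length of the lists. With an adjusted p-value under 0.05, the DEGs for AngII AAA vs. AngII No AAA fell to 19, and those unique to it to 11. DEGs shared by both comparisons of the AngII AAA cohort then fell from 13 to 7. Those shared by both comparisons of the AngII No AAA cohort fell from 2 to 0. The cause was not tested.

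Under a fold change over 2, at least 1 FPKM in the higher library, a pseudocount of 1, and entries for a single gene only, every count of DEGs stayed within 1.5 times its value and every percentage within its interval. The percentages of the 3 patterns stayed within their intervals under all the alternatives. AngII No AAA vs. Saline had more unique DEGs than either other comparison under each of these alternatives and under both of the p-value alternatives, but not under many of the thresholds searched later, which are given with the differences from the paper's values. The fold change over 2 and the FPKM minimum could change little, since the lists hold hardly any gene that either would remove.

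Of 134 finite log2 fold changes of named genes, 8 lost their DEG call at an adjusted p-value under 0.05 and 103 gained it with no adjusted threshold. With entries for a single gene only, 132 of the 134 remained. None of the alternatives can turn a rise into a fall, so that the directions were not put to a test. No paired analysis was possible because each cohort had 1 library. The depth of the libraries is not known, which limits all genes with low FPKM, among them 17 of the 30 genes of Table III.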

Differences from the paper's values

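The paper gives 346 DEGs in at least 1 comparison, whereas 70 were counted at its stated thresholds. The count of 70 used the adjusted p-values of the authors' Cuffdiff lists. The paper states that its DEGs were analysed with iPathwayGuide, whose settings are not given in its text. The 2 counts may therefore rest on different adjusted p-values, which was not tested. None of the alternatives set before the data were examined came within 1.5 times the paper's number: it was 52 at an adjusted p-value under 0.05, 1238 with no adjusted threshold, 68 for entries for a single gene only, and 70 under the others.

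The paper gives 183 DEGs unique to AngII AAA vs. Saline, and 6 were counted. With no adjusted threshold the number was 177, and no other alternative closed the gap. The paper gives 16 DEGs unique to AngII No AAA vs. Saline, and 27 were counted. At an adjusted p-value under 0.05 the number was 24, within 1.5 times the paper's, and under the other alternatives it was not. For AngII AAA vs. AngII No AAA, Fig. 2(a) shows about 31 unique DEGs, read by eye, and 18 were counted. For all 3 comparisons it shows about 3, and 1 was counted. None of the alternatives closed either gap. Fig. 2(a) also shows about 87 DEGs shared by both comparisons of the AngII AAA cohort, about 25 shared by both comparisons with the Saline cohort, and about 1 shared by both comparisons of the AngII No AAA cohort, read by eye, and 13, 3, and 2 were counted. None of the alternatives came within 1.5 times any of these. No single alternative came within 1.5 times all of these values.

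The paper gives 5% of DEGs for the pattern highest in the AngII No AAA cohort, and 10.2% was found (6 of 59 DEGs). The paper's 5% lies inside the 95% confidence interval of 4.74% to 20.5%, so that the 2 percentages are not shown to differ beyond counting error. For the pattern highest in the AngII AAA cohort, the paper's 87% is within 1.5 times the 78.0% found but lies just above the interval of 65.9% to 86.6%, and above the interval under every alternative (58.6% to 81.2% where the lowest library is also required). With no adjusted threshold, the pattern highest in the AngII No AAA cohort made up 4.84%, and under the other alternatives it stayed more than 1.5 times the paper's. All of these percentages leave out genes listed in 1 comparison only, which may favour the pattern highest in the AngII AAA cohort.

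After the total of 70 was seen, other thresholds were searched for some that would give the paper's counts. First, 12 were tried by hand. Of these, an adjusted p-value under 0.4 gave a total of 323 and under 0.5 a total of 406, an unadjusted p-value under 0.01 gave 455 with all genes and 414 without genes listed at 0, and an unadjusted p-value under 0.005 without genes listed at 0 gave 284. Then a grid of 1386 settings was run, made of 7 thresholds on the log2 fold change, 50 on the unadjusted and 49 on the adjusted p-value, each with and without genes listed at 0, and ranked by distance to the counts of Fig. 2(a). The total was within 1.5 times the paper's in 479 settings, and the total and all 3 unique counts were in 131. These 131 settings all had a log2 fold change over 2 or over 2.5, with an unadjusted p-value under 0.007 to 0.05 or an adjusted p-value under 0.46 to 0.98. The total was exactly 346 in 3 settings, an unadjusted p-value under 0.006 with a log2 fold change over 0 or 1 or a fold change over 1.5, where 62 genes were unique to AngII AAA vs. Saline and 84 to AngII No AAA vs. Saline. No setting gave all 3 counts exactly. The closest was a log2 fold change over 2 with an adjusted p-value under 0.56 without genes listed at 0, with a total of 347 and 29, 176, and 15 unique genes for AngII AAA vs. AngII No AAA, AngII AAA vs. Saline, and AngII No AAA vs. Saline. All of these settings were chosen after seeing the values and because they come near the paper's, so that a near match among this many tries does not show how the paper's DEGs were selected.

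The paper ranks AngII AAA vs. Saline highest and AngII No AAA vs. Saline lowest in unique DEGs, and the counts of 6 and 27 go the other way. The paper's order was found in 646 of the 1386 grid settings, which were chosen after seeing the values, and all 646 had a log2 fold change over 1.5 or higher. The paper lists *Irak3* among the differentially expressed genes of AngII AAA vs. Saline, and it was not listed in any comparison. Of the 63 genes that the paper's text names for RNA-seq, 13 were DEGs at its stated thresholds, while 12 genes of Table II and 2 of Table III were. The log2 fold changes of Tables II and III and the fold changes of *Sost* and *Lrg1* did not differ.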

Other observations

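The test on endothelial markers was fixed before its genes were looked at, and the other tests in this part were chosen after the result was seen.

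The comparison with the largest number of listed genes, AngII AAA vs. Saline, had the fewest DEGs at an adjusted p-value under 0.1. A larger variance estimate in the comparison with the larger contrast is a candidate explanation. The log2 fold change divided by the authors' test statistic, which gives the spread that their test assigned to a gene, was compared for the same gene in different comparisons. Its median was 1.31 times larger for AngII AAA vs. Saline than for AngII AAA vs. AngII No AAA (383 genes, larger for 377) and 1.62 times larger than for AngII No AAA vs. Saline (225 genes, larger for all). These genes were listed in both comparisons and are therefore selected, and no biological explanation was tested. The depth of the libraries was not tested, and how the authors' test sets the spread with 1 library per cohort is not stated in the paper's text.

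Smooth muscle markers were lower in the AngII AAA library than in the AngII No AAA library. Dilution of the wall's own RNA by infiltrating cells may lower them without any change in the muscle cells. Endothelial markers would then fall as well, and 0 of 15 were listed in this comparison. Genes with a smaller fall or with low expression would also be unlisted. Against the Saline library, 1 of the 15 was listed, *Emcn*, as higher in the AngII AAA library, with a log2 fold change of 1.63. A single gene does not decide for the set, so that dilution cannot be told apart from a change in the muscle cells.

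The genes of Table III were expressed at lower levels than those of Table II. A ranking by fold change that favours genes with values near 0 may contribute, since 17 of the 30 genes of Table III and 0 of the 30 of Table II were under 10 FPKM in the higher library. The test restates the pattern and does not decide it.

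*Ly6g6d* was listed at 0 in the AngII No AAA library and had similar values in the others, 4.81 FPKM in the AngII AAA library and 5.78 FPKM in the Saline library on a common scale. *Igfbp2* was highest in the AngII No AAA library among DEGs of 2 comparisons, with a log2 fold change of 3.77 against the Saline library and -2.64 for AngII AAA vs. AngII No AAA. Collagen genes moved in different directions in the lists, with 9 listed as higher in the AngII No AAA library than in the Saline library, among them *Col12a1*, *Col5a2*, and *Col1a2*. For AngII AAA vs. Saline, 4 were listed as higher in the AngII AAA library (*Col12a1*, *Col8a1*, *Col5a2*, and *Col3a1*) and 1 as lower (*Col4a6*).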
